# Gatekeeper of pluripotency: A common Oct4 transcriptional network operates in mouse eggs and embryonic stem cells

**DOI:** 10.1186/1471-2164-12-345

**Published:** 2011-07-05

**Authors:** Maurizio Zuccotti, Valeria Merico, Michele Bellone, Francesca Mulas, Lucia Sacchi, Paola Rebuzzini, Alessandro Prigione, Carlo A Redi, Riccardo Bellazzi, James Adjaye, Silvia Garagna

## Abstract

**Background:**

Oct4 is a key factor of an expanded transcriptional network (Oct4-TN) that governs pluripotency and self-renewal in embryonic stem cells (ESCs) and in the inner cell mass from which ESCs are derived. A pending question is whether the establishment of the Oct4-TN initiates during oogenesis or after fertilisation. To this regard, recent evidence has shown that Oct4 controls a poorly known Oct4-TN central to the acquisition of the mouse egg developmental competence. The aim of this study was to investigate the identity and extension of this maternal Oct4-TN, as much as whether its presence is circumscribed to the egg or maintained beyond fertilisation.

**Results:**

By comparing the genome-wide transcriptional profile of developmentally competent eggs that express the OCT4 protein to that of developmentally incompetent eggs in which OCT4 is down-regulated, we unveiled a maternal Oct4-TN of 182 genes. Eighty of these transcripts escape post-fertilisation degradation and represent the maternal Oct4-TN inheritance that is passed on to the 2-cell embryo. Most of these 80 genes are expressed in cancer cells and 37 are notable companions of the Oct4 transcriptome in ESCs.

**Conclusions:**

These results provide, for the first time, a developmental link between eggs, early preimplantation embryos and ESCs, indicating that the molecular signature that characterises the ESCs identity is rooted in oogenesis. Also, they contribute a useful resource to further study the mechanisms of Oct4 function and regulation during the maternal-to-embryo transition and to explore the link between the regulation of pluripotency and the acquisition of de-differentiation in cancer cells.

## Background

The first cell divisions of the preimplantation embryo rely on a number of maternal-effect factors that have been stored in the egg throughout folliculogenesis and that guide early development during the maternal-to-embryo transition, when embryonic genome activation (EGA) occurs and novel transcripts and proteins are produced as a requirement for further development [1]. If the expression of single maternal-effect genes is experimentally altered during mouse oogenesis or in the zygote, most of the embryos arrest development at the 2-cell stage or a few cell divisions later in preimplantation [2]. A question that remains unanswered is concerned with the nature of the transcriptional networks (TN) in which maternal-effect genes operate. This knowledge would further our understanding of the molecular identity of a developmentally competent egg (metaphase II, MII, oocyte) and would allow to investigate how this identity is modified during the switch to an embryonic control of development.

*Oct4 *(Pou5f1, POU domain, class 5, transcription factor 1) is one of the 27 maternal-effect genes reported so far [2] whose transcripts inherited by the zygote are necessary for development beyond the 2-cell stage [3]. Most of our knowledge on Oct4 functions comes from studies that describe its key role in the control of transcriptional regulatory circuits that maintain pluripotency in the inner cell mass (ICM) of the blastocyst [4] and in embryonic stem cells (ESCs) [5-10]. Furthermore, OCT4 is recognised for its capacity, when ectopically expressed in combination with other transcription factors (i.e., NANOG, SOX2, cMYC, KLF4 or ESRRB), to reprogram differentiated cells into pluripotent cells (induced pluripotent stem cells, iPS cells) [11-15].

Recent studies have also shown a role for OCT4 in the acquisition of the egg developmental competence [16,17]. During oocyte growth the OCT4 protein is first detected at the time of follicle recruitment, only in one of two major classes of oocytes present in the mouse ovary, named surrounded nucleolus (SN) oocytes and recognisable for the presence of a ring of heterochromatin surrounding their nucleolus; on the contrary, OCT4 expression is comparativelly down-regulated in NSN (not surrounded nucleolus) oocytes that lack of a ring of heterochromatin around the nucleolus [18-22]. This distinct pattern of expression is maintained throughout oocyte growth, in fully matured antral SN and NSN oocytes and in their derived MII^SN ^and MII^NSN ^oocytes, respectively [17]. The most striking difference between these two categories of oocytes is that only MII^SN ^oocytes may develop beyond the 2-cell stage and reach full term development [23-25]. OCT4 down-regulation in MII^NSN ^oocytes correlates with the down-regulation of the maternal-effect factor STELLA [26] and with the up-regulation of eighteen OCT4-regulated genes that are part of a gene expression network implicated in mitochondrial dysfunction and apoptosis [16], explaining the developmental block encountered by 2-cell embryos obtained from MII^NSN ^oocytes (2-cell^NSN^). This data indicate that *Oct4 *is an important component of a maternal regulatory TN that influences positively (when *Oct4 *is expressed) or negatively (when *Oct4 *is down-regulated) the oocyte developmental competence. The molecular identity and extension of this TN, as much as whether its presence is circumscribed to the egg or, after fertilisation, is maintained beyond the first mitotic division, remains to be understood.

In the present study, by comparing the genome-wide transcriptional profile of ovulated MII oocytes that express the OCT4 protein (MII control, MII^ctrl^) to that of MII oocytes in which OCT4 is comparativelly down-regulated (MII^NSN^), we unveiled an expanded maternal Oct4-TN made of 182 genes. Then, by comparing the transcriptional profile of 2-cell embryos derived from MII^ctrl ^oocytes (2-cell^ctrl^) to that of embryos derived from MII^NSN ^oocytes (2-cell^NSN^), we showed that the Oct4-TN has a core group of 80 genes that remains expressed beyond fertilisation and the first segmentation division. Of these 80 genes, 37 are notable companions of the Oct4 transcriptome in ESCs and the majority is expressed in cancer cells.

## Results

### Gene expression profiles of developmentally incompetent and competent MII oocytes or 2-cell embryos

To highlight genes with altered expression (up- or down-regulated) in developmentally incompetent MII^NSN ^oocytes, we first compared their transcription profile with that of MII^ctrl ^oocytes using microarray data from our previous work [17]. The data lists obtained earlier were revised since the data banks from which information was recovered are constantly updated.

A list of regulated and annotated genes or gene sequences (from now on named genes) was retrieved after setting a 1.5 fold-change threshold and a detection p value ≤ 0.01. Using the Gene Ontology (GO) enrichment analysis tool provided by the data mining and bioinformatics software Orange http://www.ailab.si/orange, 3102 (Additional file 1) out of 8354 regulated genes were assigned to seven major biological processes (Figure 1A), including development, cellular and macromolecule localisation, apoptosis, transcription, intracellular signalling, cell cycle and translation. This analysis showed that the great majority of these genes were up-regulated in MII^NSN ^oocytes (Figure 1A).

**Figure 1:**
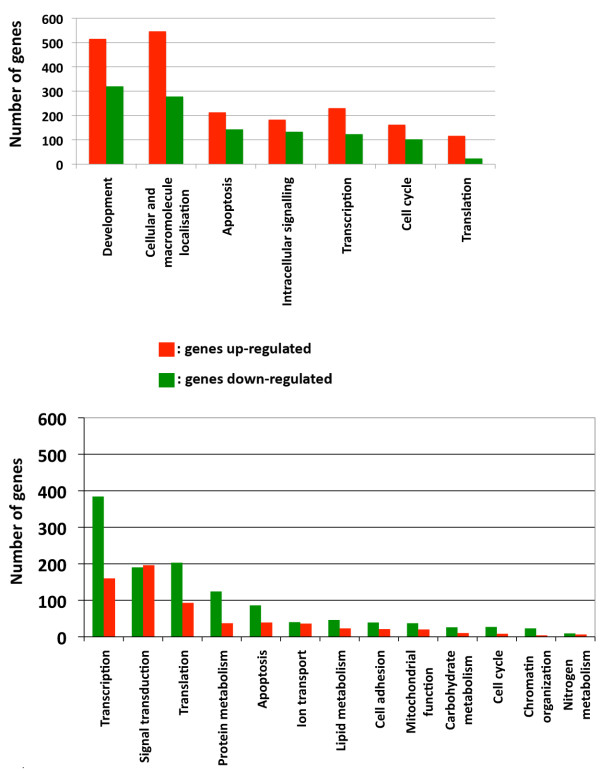
**Microarray-based analysis of the transcription profile of developmentally incompetent and competent MII oocytes and 2-cell embryos**. (A) Major biological processes and functions found when comparing the transcription profile of MII^NSN ^vs. MII^ctrl ^oocytes and number of up- and down-regulated genes in each of these processes. (B) Major biological processes and functions found when comparing the transcription profile of 2-cell^NSN ^vs. 2-cell^ctrl ^embryos and number of up- and down-regulated genes in each of these processes.

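Transcripts of mouse 2-cell embryos, taken 26 hr after insemination, were measured on 3 Illumina mouse-8 BeadChip arrays, on which beads carry probes for known mouse transcripts. 1 array held 2-cell ctrl embryos, derived from competent eggs, and 2 arrays (2-cell NSN-a and 2-cell NSN-b) held embryos derived from oocytes that lack a ring of heterochromatin around the nucleolus. By the paper the control eggs were ovulated, whereas the NSN oocytes were taken from the ovary and matured in culture. The oocyte type and this culture therefore cannot be told apart in any difference between the groups. The authors' methods state background subtraction, rank-invariant normalization and a filter against negative control beads, and the deposited table holds background-subtracted intensities on a linear scale for 25697 probes, on a scale whose exact normalization stays unknown. The median signal was 0.0916 on the control array, 0.0443 on 2-cell NSN-a and 0.0195 on 2-cell NSN-b, so most probes lay at background on every array. The deposited table gives no detection p values, and the limits were therefore taken from Additional file 10, of which the first 1188 of the 18118 rows were held. In 896 of these rows both signals equalled those of exactly 1 probe on the control array and 2-cell NSN-a (within 0.002%), and the signal that reached a detection p value of 0.01 was 6.10 on the control array and 8.57 on 2-cell NSN-a. For 2-cell NSN-b a limit of 8.28 was assumed, the limit of 2-cell NSN-a scaled by the spread of the signals below the median. By these limits 1085 probes (4.22%) were above background on the control array, 193 (0.751%) on 2-cell NSN-a and 203 (0.790%) on 2-cell NSN-b, where a p value of 0.01 alone lets through about 257 of 25697 probes. A gene was called when its signal in 2-cell NSN (mean of both arrays on the log2 scale) differed at least 1.5-fold from the control and it was above background in the control or on both 2-cell NSN arrays. Signals under a limit were set to it, so that a fold against a group below background is a lower bound, written as at least N-fold. The control was a single array, so no difference has a replicate check on the control side, and nothing in the sources used here says whether the 2-cell NSN arrays came from separate embryo pools, so the spread between them may be technical.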

Next, using the same fold-change and p value thresholds, we generated another list of regulated genes by comparing the transcription profile of 2-cell^NSN ^vs. 2-cell^ctrl ^embryos. Out of 3599 regulated genes, 1887 (Additional file 2) were assigned to thirteen major biological processes. 

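In 2-cell NSN embryos 422 genes were at least 1.5-fold lower and 79 at least 1.5-fold higher than in 2-cell ctrl embryos, among 949 genes above background. Among genes above background on all 3 arrays, those with the largest decreases were Prr13 (30.5-fold), Cdk2 (22.8-fold), a kinase of the cell cycle, Rpl41 (21.0-fold), a ribosomal protein, Sall4 (12.2-fold), a transcription factor of pluripotent cells, Bri3 (12.1-fold), D030056L22Rik (12.1-fold), Actb (9.25-fold), which encodes cytoplasmic actin, Nfyc (6.71-fold), a subunit of a CCAAT-binding factor, Gemin2 (6.63-fold), which acts in the assembly of spliceosomal particles, and Rps25 (6.62-fold). The calls of Nfyc, Gemin2 and Rps25 were lost with normexp background correction and quantile normalization. Among the same genes the largest increases were those of Tcaim (6.29-fold), Ccdc174 (5.57-fold), the olfactory receptor Olfr724 (5.12-fold), the tight junction gene Cldn9 (4.86-fold), Zbp1 (4.08-fold), Il18bp (3.98-fold), Slc22a7 (3.74-fold), the small GTPase Rab39b (3.65-fold), Wdr13 (3.51-fold) and Ccdc65 (3.14-fold). Apart from Ccdc65 (39.4), their control signals ran from 6.24 (Rab39b) to 14.7 (Wdr13), against a control limit of 6.10. These folds therefore rest on low readings of 1 control array. Cdk2 was above background at 1 of its 4 probes, and Gemin2, Zbp1, Wdr13 and Ccdc65 each at 1 of 2. Of the 422 lower genes, 392 were not above background on both 2-cell NSN arrays and have only a lower bound, and 30 were measured on all 3 arrays. A general loss of mRNA from the 2-cell NSN samples, or in their amplification, could give lower calls too. With 1 control array it cannot be told apart from lower levels in the embryos. The same rule applied between 2-cell NSN-a and 2-cell NSN-b gave 16 genes higher in the first and 4 higher in the second, out of 217 genes above background on either. In limma, over 136 probes above background on all 3 arrays and with the control assumed to vary like the 2-cell NSN arrays, 59 probes were higher and 31 lower at an adjusted p under 0.05. On the same probes, in settings chosen after seeing the data, 28 were higher and 36 lower after dividing each 2-cell NSN array by its median ratio to the control on these probes (rescaling), and 87 were higher and 8 lower with normexp and quantile. With normexp and quantile over the 1105 probes above background in either group, which include those lost from the 2-cell NSN arrays, 137 were higher and 695 lower. Sall4 had a log2 difference of -3.61 (standard error 0.18, adjusted p = 0.000268 from limma) and Tcaim of 2.65 (standard error 0.17, adjusted p = 0.000407 from limma).
Of the 1887 genes of Additional file 2, 1787 were found on the array by symbol, and 228 of them were called, 201 lower and 27 higher (125 and 34 with normexp and quantile, 413 and 86 at a detection p value of 0.05, 260 and 7 with log2(signal + 16), 145 and 8 at a fold of 2, 270 and 8 after rescaling). 400 of these genes (22.4%) were above background, against 3.71% of the other genes on the array. As the list was drawn from these arrays, its direction is not independent evidence. The split of the calls depended on the processing: with normexp and quantile 270 genes were lower and 131 higher, with log2(signal + 16) 554 were lower and 29 higher, at a detection p value of 0.05, 917 were lower and 212 higher, at a fold of 2, 315 were lower and 34 higher, and after the same rescaling 573 were lower and 33 higher.

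**Figure D1:**
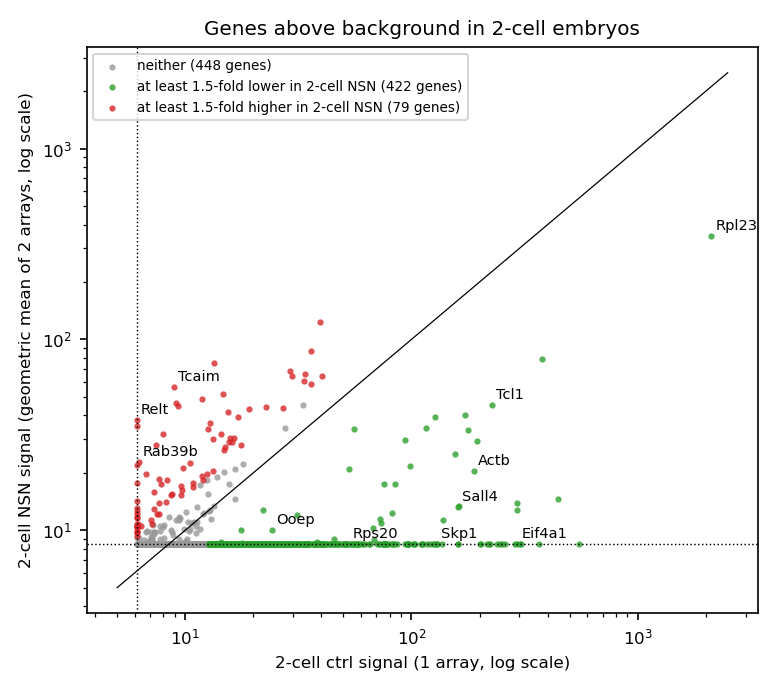
Signals of the 949 genes above background, with the 2-cell ctrl array on the horizontal axis and the geometric mean of the 2 2-cell NSN arrays on the vertical axis, both on log scales, and genes coloured as lower (green), higher (red) or neither (grey). Dotted lines mark the detection limits, at which lower signals were drawn, and the solid line marks equal signals. Most of the 422 lower genes lie on the 2-cell NSN limit.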

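Of 24 cytoplasmic ribosomal protein genes above background, 17 were at least 1.5-fold lower in 2-cell NSN embryos and 2 higher. Rplp1 was at least 26.5-fold lower, and Rpl23 was 6.07-fold lower, from 2113 on the control array to 348 on 2-cell NSN-a and 348 on 2-cell NSN-b, whereas Rps3 was 1.62-fold higher. Of 17 genes of RNA polymerase II and general transcription factors, 11 were lower and none higher, among them Gtf2h3 (at least 14.8-fold), a subunit of TFIIH, Med18 (at least 6.47-fold), a Mediator subunit, and Taf5 (at least 2.17-fold), a subunit of TFIID. 7 of 11 translation factors and tRNA synthetases were lower, including the RNA helicases Eif4a1 (at least 34.9-fold) and Eif4a2 (at least 15.3-fold), each with 1 of 2 probes above background. Of 11 histone genes, 6 were lower and none higher, with H2ac24 at 5.34-fold lower and H3f3b at least 7.68-fold lower. In the cell cycle list 6 of 11 genes were lower and 1, the inhibitor Cdkn2c (at least 2.15-fold), was higher. Of 8 heat shock and stress genes above background in the control, none was above it on both 2-cell NSN arrays and 6 were lower, with the antioxidant enzymes Sod1 at least 13.2-fold and Prdx2 at least 2.85-fold lower. In oxidative phosphorylation 4 of 10 genes were lower (7 with log2(signal + 16)), Atp5b by at least 4.86-fold, and none of the 6 proteasome genes passed 1.5-fold in either direction. With normexp correction and quantile normalization 6 genes of RNA polymerase II and general transcription factors and 3 of heat shock and stress were lower, and of the histone genes 1 was lower and 1 higher, and the calls of H2ac24 and Rpl23 were lost, that of Rpl23 by construction, as it has the highest signal on all 3 arrays. The call of Cdkn2c was lost with log2(signal + 16) (log2 difference of 0.41) and when the probes of a gene were averaged, a setting also chosen after seeing the data, in which those of Taf5 and Prdx2 were lost too. The proteasome count depended on the setting too, with 5 genes lower after rescaling, 3 lower with log2(signal + 16) and 1 higher with normexp and quantile, and no ribosomal protein gene was higher after rescaling, with log2(signal + 16) or at a fold of 2, and 1 was without 2-cell NSN-b or when both 2-cell NSN arrays had to pass the threshold. Without 2-cell NSN-a 1 histone gene was higher, and at a fold of 2, 5 genes of RNA polymerase II and general transcription factors and 3 of heat shock and stress were lower (6 of the former with averaged probes). At a detection p value of 0.05, where the limits are lower and more genes are above them, the counts lower and higher were 26 and 2 of 37 ribosomal protein genes, 18 and 0 of 28 of RNA polymerase II and general transcription factors, 15 and 2 of 22 translation factors and tRNA synthetases, 10 and 0 of 15 histone genes, 10 and 1 of 23 of the cell cycle, 7 and 1 of 10 of heat shock and stress, 10 and 1 of 20 of oxidative phosphorylation and 5 and 0 of 10 of the proteasome. The lists were fixed before the data were examined. For comparison, 422 of all 949 genes above background were lower. Among 10000 random lists matched on mean signal, the median log2 difference lay at percentile 4.82 for ribosomal proteins (-1.62), 0.760 for RNA polymerase II and general transcription factors (-0.80), 7.06 for translation factors (-1.21) and 47.9 for histones (-0.74). It lay at percentile 36.1 for heat shock and stress, 25.3 for the cell cycle, 53.0 for oxidative phosphorylation and 45.3 for the proteasome. These percentiles describe these 3 arrays only. The 2-cell NSN limits lie above the control limit, so 218 of the 771 genes above background in the control and on neither 2-cell NSN array have a log2 difference above 0 (up to 0.46) from the limits alone, and such genes raise a list's median.

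**Figure D2:**
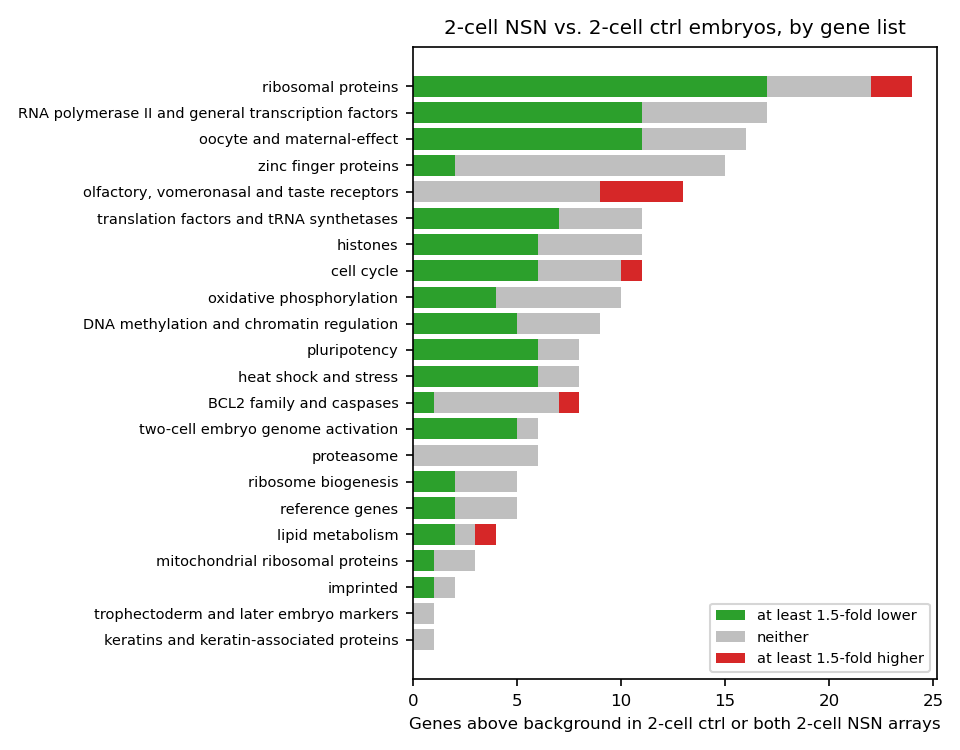
Number of genes above background in each gene list that were at least 1.5-fold lower (green), at least 1.5-fold higher (red) or neither (grey) in 2-cell NSN vs. 2-cell ctrl embryos. 17 of the 24 ribosomal protein genes are lower and 4 of the 13 olfactory, vomeronasal and taste receptor genes are higher.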

Figure 1B shows the number of up- and down-regulated genes in each of these processes.

In summary, we retrieved two lists of regulated genes that highlight the changes occurring to the transcriptional signature of developmentally competent eggs or 2-cell embryos, when compared to their incompetent counterparts. Our next step was aimed at the identification of known Oct4-regulated genes within each of these two lists.

### A maternal Oct4 transcriptional network is constituent of the molecular identity of both MII oocytes and 2-cell embryos

Using mouse and human chip datasets of OCT4-regulated genes in ESCs [5,27,28], we singled out a group of 32 OCT4-regulated genes whose transcripts were detected in both the MII oocyte and 2-cell embryo microarray lists. When compared to MII^ctrl ^samples, the great majority of these genes were up-regulated in developmentally incompetent MII^NSN ^oocytes in which the OCT4 protein is markedly down-regulated (Figure 2), suggesting a down-regulatory function of this transcription factor over these genes. 

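Of the 32 OCT4-regulated genes, 14 were above background in 2-cell embryos, and of these 9 were at least 1.5-fold lower in 2-cell NSN embryos and 2 were higher. Hypk, which encodes a huntingtin-interacting protein, was at least 3.09-fold lower, with a signal of 26.0 in the control. Atox1, a copper chaperone, was at least 1.67-fold lower and 1110020P15Rik (Uqcr10), a subunit of the respiratory chain, at least 1.64-fold lower. The other of the 2 probes of 1110020P15Rik was above background too but was not called. Slc4a8, a bicarbonate transporter, had signals of 17.6 in the control, 12.1 on 2-cell NSN-a and 8.38 on 2-cell NSN-b, which is 1.75-fold lower (adjusted p = 0.0639 from limma, which did not pass), but its log2 difference was 0.48, in the opposite direction, with normexp correction and quantile normalization, and -0.54 without 2-cell NSN-b, short of the threshold. Its call was also lost with log2(signal + 16), at a fold of 2, with averaged probes and when both 2-cell NSN arrays had to pass the threshold. With normexp and quantile 4 of the genes were lower, and the calls of Atox1 and 1110020P15Rik were lost too. The genes that were higher were Mp68 (at least 5.75-fold), a small mitochondrial protein, and Acaa2 (at least 1.53-fold), an enzyme of fatty acid oxidation. The call of Acaa2 was lost without 2-cell NSN-b (log2 difference of 0.54), with log2(signal + 16) (0.22), after rescaling (0.12), at a fold of 2, with averaged probes and when both 2-cell NSN arrays had to pass the threshold. Dnmt3l, a cofactor of DNA methylation in the germ line, was above background only in the control (12.4) and at least 1.48-fold lower. This bound fell short of the threshold, but Dnmt3l was called lower at a detection p value of 0.05, with log2(signal + 16) and after rescaling. The remaining 18 genes were below background and have no fold. The genes were chosen by the study on these arrays and read from Figure 2 by eye, so the group was only counted and not tested as a set. From the higher expression of most of the group in 2-cell ctrl than in 2-cell NSN embryos, the paper concludes that OCT4 no longer exerted its down-regulatory function.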

By comparing 2-cell^NSN ^with 2-cell^ctrl ^embryos, we found that the expression of the majority of this group of 32 genes was higher in the latter (Figure 2), indicating that the down-regulatory function of OCT4 had been released. In fact, following fertilisation, the maternal OCT4 protein present in MII^ctrl ^oocytes is carried over into the zygote and by the 2-cell stage becomes undetectable [29], to reappear again, expressed from the embryonic genome, at the 8-cell stage [30].

**Figure 2:**
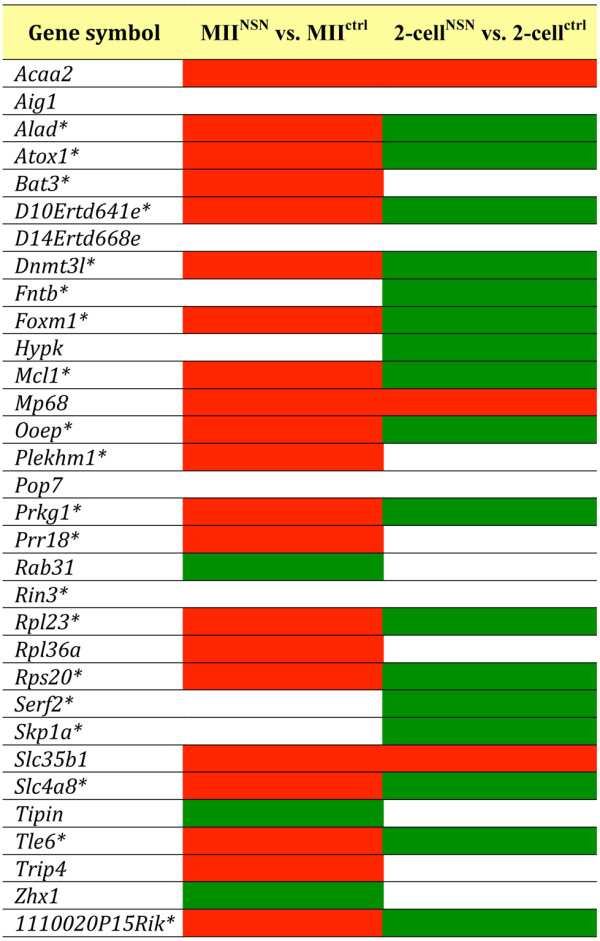
**List of OCT-4-regulated genes expressed in both MII oocytes and 2-cell embryos**. Comparison of gene expression is made between MII^NSN ^vs. MII^ctrl ^or 2-cell^NSN ^vs. 2-cell^ctrl^. Red box, up-regulated; green box, down-regulated; blank box, not differentially expressed. The hypergeometric test proved that the up- (MII^NSN ^oocytes) and down-regulated (2-cell^NSN ^embryos) pattern of expression of the majority genes (*) was not a stochastic event (p = 0.0039).

The hypergeometric test confirmed that the up- and down-regulated pattern of expression of 20 of these OCT4-regulated genes in MII^NSN ^oocytes and 2-cell^NSN ^embryos (Figure 2), respectively, was not a stochastic event, but instead a specific characteristic of this group of genes at these two developmental stages (p = 0.0039). 

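Of 5 OCT4-regulated genes with primers in Additional file 11 (Rps20, Prkg1, Skp1a, Mcl1 and Serf2), 3 were above background on the control array and on neither 2-cell NSN array. Skp1a, a component of SCF ubiquitin ligases, had a signal of 130.0 in 2-cell ctrl embryos, 6.27 on 2-cell NSN-a and 5.17 on 2-cell NSN-b, which is at least 15.4-fold lower. Serf2 went from 57.0 to 6.54 and 6.51 (at least 6.77-fold lower), and the ribosomal protein gene Rps20 from 52.9 to 2.61 and 3.94 (at least 6.28-fold lower). Prkg1, a cGMP-dependent kinase, gave 3.77, 1.02 and 3.17 in the same order, and Mcl1, an anti-apoptotic gene of the BCL2 family, gave 3.83, 3.51 and 0.900, all below background. Oct4, which is in the same primer list, was also below background on every array (3.45, 2.52 and 1.45). At a detection p value of 0.05 Prkg1, Mcl1 and Oct4 were above background too, and none of them was called. Each of the 5 genes was measured by 1 probe.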

The results of the microarray analysis for five of these genes were confirmed by qRT-PCR (Additional file 3).

Of these 20 OCT4-regulated genes, we analysed the expression profile of those proteins for which an antibody was commercially available, i.e., DNMT3L1, RPS20 and MCL1 (MCL1 antibody did not give consistent results and therefore was not used further, data not shown). DNMT3L is a crucial factor for the establishment of genomic imprinting in oocytes and the expression of *Dnmt3l *increases during preimplantation in both mouse and rhesus monkey, suggesting a developmental role [31]. RPS20 is a ribosomal protein involved in translation and its role in preimplantation as never been investigated before. Immunolabeling of DNMT3L and RPS20 antibodies was positive in MII^NSN ^oocytes (Figure 3A) and 2-cell^ctrl ^(Figure 3B), whereas it was negative in MII^ctrl ^(Figure 3A) and 2-cell^NSN ^embryos (Figure 3B), confirming the reversal pattern of expression described for their transcripts during the passage from the egg to the 2-cell stage.

**Figure 3:**
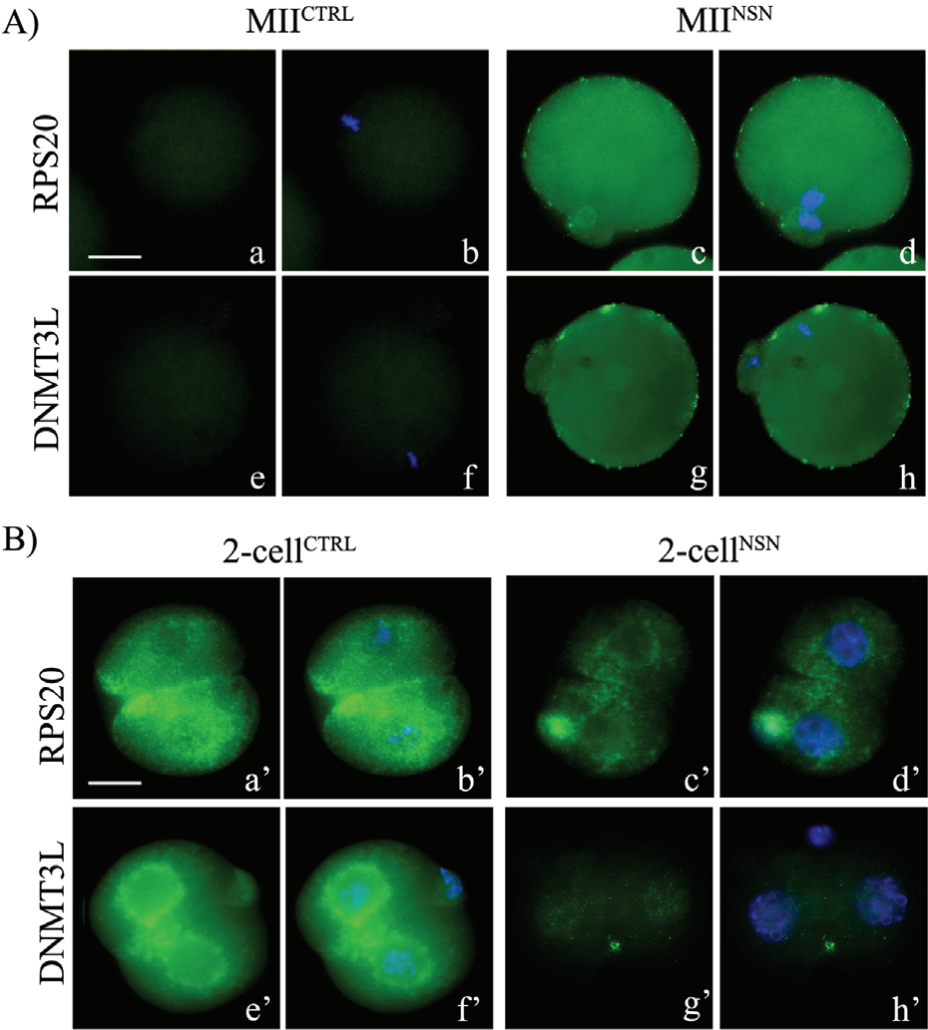
**Immuno detection of the RPS20 and DNMT3L proteins in MII oocytes and 2-cell embryos**. (A) MII^ctrl ^and MII^NSN ^oocytes and in (B) 2-cell^ctrl ^and 2-cell^NSN ^embryos. (a, c, e, g and a', c', e', g'), antibodies staining; (b, d, f, h and b', d', f', h'), merge between antibodies staining and DAPI counterstaining. Scale bar, 20 μm.

Our next step was aimed at determining whether the Oct4-TN could be further expanded and better characterised.

### Numerous genes of the maternal Oct4 transcriptional network are known members of the Oct4 interactome in ESCs

Using the Network Explorer module provided by the Orange software (see Methods for details), we explored public databases for links (based on GO and MeSH, Medical Subject Headings, terms) between the group of 32 OCT4-regulated genes used as bait (with the addition of *Oct4*), and all the annotated mouse gene sequences. This search retrieved an annotation network made of a total of 312 genes (Additional file 4), 197 of which were components (i.e., expressed) of our MII oocyte and/or 2-cell embryo list of regulated genes. This network was combined with the results of gene expression differential analysis to infer transcriptional relationships among the genes of an expanded Oct4-TN. 

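Genes that Additional files 7 and 9 list for both oocytes and embryos, such as Skp1a and Dnmt1, were above background in 2-cell embryos in a larger share than the genes of Additional file 5, listed for MII oocytes only. Of 78 genes of the first kind, 31 (39.7%) were above background in the control or on both 2-cell NSN arrays, against 3 of 85 (3.53%) of the genes of Additional file 5 that were found on the array. Over all 16593 genes on the array the share was 5.72%. Of the 15 genes of Additional file 6, 3 (20.0%) were above background, each of them in the control. The study sorted the genes into these lists by their expression in oocytes and in 2-cell embryos, so a difference in share is built into the lists and was not tested.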

The expanded Oct4-TN, made of 197 genes (Figure 4), comprised 102 genes expressed exclusively in MII oocytes (Additional file 5), 15 genes solely in 2-cell embryos (Additional file 6) and 80 genes in both MII oocytes and 2-cell embryos (from now onwards named Oct4-OETN, Oocyte-to-Embryo Transcriptional Network; Figure 5). The Oct4-OETN contained all the 32 OCT4-regulated genes, except 4 that were not annotated and thus excluded; most (20) of the remaining 28 genes were up-regulated in MII^NSN ^oocytes but down-regulated in 2-cell^NSN ^embryos. Besides these 28 OCT4-regulated genes, the Oct4-OETN included 8 more genes of a recently published list of OCT4-correlated transcripts expressed in ESCs [32] (Figure 5) and 44 genes for which a direct or indirect action of OCT4 on their expression will need to be further investigated.

**Figure 4:**
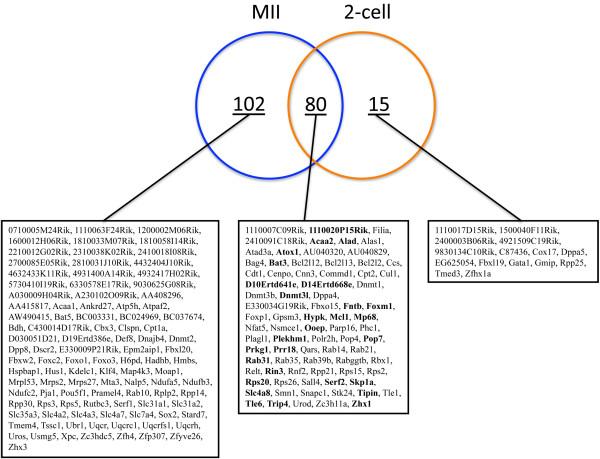
**Venn diagram illustrating distinct and overlapping gene expression patterns in MII oocytes and 2-cell embryos**. Boxes, list of genes belonging to each specific group; genes in bold, OCT4-regulated genes.

**Figure 5:**
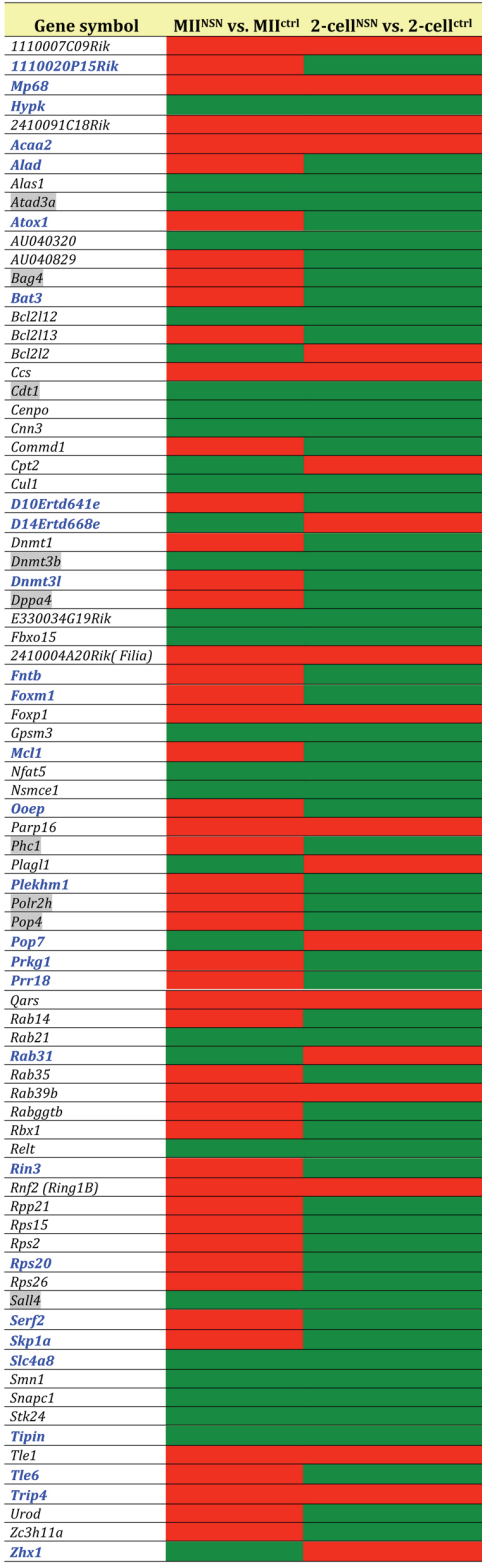
**Oct4 transcriptional network**. Genes expressed in both MII oocytes and 2-cell embryos. Green box, down-regulated; red box, up-regulated; blue font, OCT4-regulated gene; highlighted in grey, OCT4-correlated gene (Campbell et al., 2007).

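Of the 80 Oct4-OETN genes, 32 were above background in 2-cell embryos, 29 of them in the control and 7 on both 2-cell NSN arrays. In 2-cell NSN embryos 16 were at least 1.5-fold lower and 4 higher, and 12 passed neither threshold. Rps26, a ribosomal protein gene, was at least 6.48-fold lower, from 54.6 in the control to 2.67 and 1.90 on the 2-cell NSN arrays. The 4 higher genes were Relt, Mp68, Rab39b and Acaa2. With the probes of a gene averaged, 2 were higher, as Relt and Acaa2, each with 1 of 4 probes above background, were then below it. The other 48 genes were below background in both groups, so no fold can be given for them. At a detection p value of 0.05 in place of 0.01, 57 of the 80 genes were above background, 31 of them lower and 4 higher, and with normexp correction and quantile normalization 10 were lower. The genes were read from Figure 5 by eye, and the study chose them on these arrays.

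**Figure D3:**
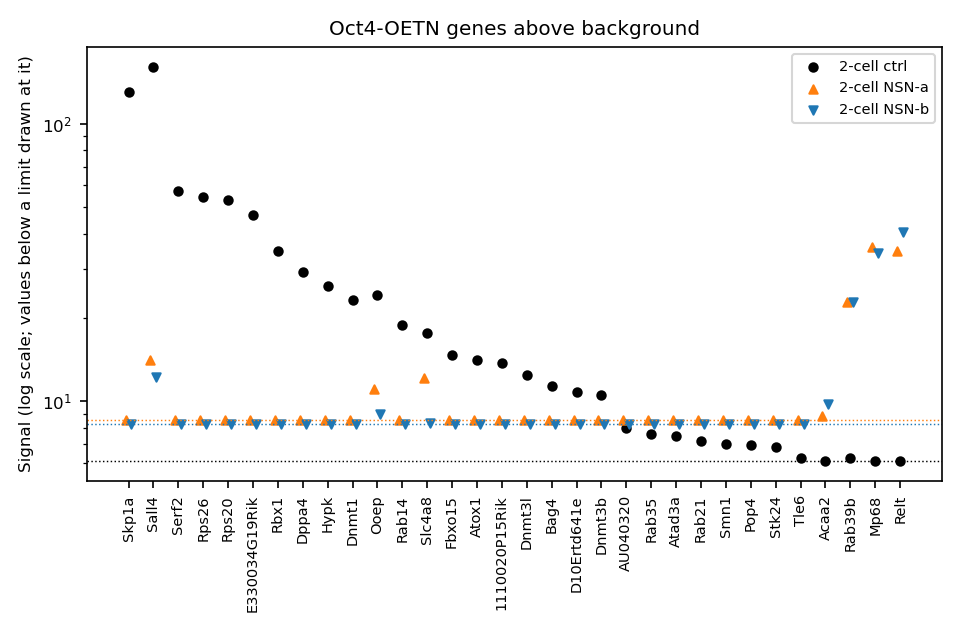
Signals of the 32 Oct4-OETN genes above background on the 2-cell ctrl array (circles) and the 2 2-cell NSN arrays (triangles), on a log scale, ordered by the log2 difference. Dotted lines mark each array's detection limit, at which lower signals were drawn. In most genes the 2-cell NSN signals lie at the limit, and in Relt, Mp68, Rab39b and Acaa2 both lie above the control and their own limits.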

When compared to their respective control samples, more than half of the Oct4-OETN genes (51 out of 80) were up-regulated in MII^NSN ^oocytes but down-regulated (59 genes) in 2-cell^NSN ^embryos; 7 genes were down-regulated in oocytes and up-regulated in embryos, whereas 22 and 14 genes where down- and up-regulated, respectively, in both oocytes and embryos (Figure 5).

Among the 15 newly expressed genes, *Dppa5 *(Developmental pluripotency associated gene 5), *Gata1 *and *Zeb1 *are the best known and their main functions will be described in the section below.

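Dppa5 (Dppa5a on the array), a marker of pluripotent cells, was above background in 2-cell ctrl embryos with a signal of 16.5 and below it on both 2-cell NSN arrays (-0.199 and 3.13), at least 1.96-fold lower, a call that was lost with normexp and quantile, at a fold of 2 and with averaged probes. Gata1, a transcription factor of blood cell development, gave 4.31 in the control, and Zeb1, a repressor of epithelial genes, gave 1.73, both below background on all 3 arrays. C87436 (11.8) and Rpp25 (9.83), a subunit of RNase P, were the other genes of the 15 above background in the control, with at least 1.40-fold and at least 1.17-fold lower signals in 2-cell NSN embryos, and both passed the threshold at a detection p value of 0.05, with log2(signal + 16) and after rescaling.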

In summary, this analysis brought to light in MII oocytes, a maternal Oct4-TN made of 182 genes. Within this circuitry, we could identify a restricted Oct4-OETN made of 80 genes as core component common to the molecular identity of both eggs and 2-cell embryos. Almost half (37] of the Oct4-OETN genes are known Oct4 companions in ESCs, as their expression is directly regulated by [5,27,28] or correlated with [32]*Oct4*. Our next step was aimed at investigating the main functional characteristics of the genes and gene networks of the expanded Oct4-TN.

### Dissecting the expanded Oct4 transcriptional network identifies nineteen gene clusters

The Oct4-TN was further analysed with the Network Explorer module limiting to < 3 the number of sequential connections between one of the 28 OCT4-regulated genes and the annotated neighbours. We identified 19 distinct gene clusters (Figure 6), each containing at least one of the 80 Oct4-OETN genes. Based on GO annotations and on a literature catalogues search, 18 of the 19 clusters could be ascribed to a major biological function. A description of the main characteristics of each gene cluster and of those Oct4-OETN genes for which functional details were retrieved is given in Additional file 7[33-92]. In summary, those Oct4-OETN genes for which we could retrieve solid information fell into three main categories with > 3 genes: 1) cancer, 18 genes (i.e., *Rab39b*, *Rab35*, *Rab31*, *Rab21*, *Rab14*, *Rps15*, *Rps20*, *Rps2*, *Atox1*, *Plagl1*/*Zac1*, *Foxp1*, *Foxm1*, *Nfat5*, *Cdt1*, *Ring1B*, *Phc1*, *Tle1 *and *Atad3a*); 2) preimplantation development-pluripotency, 14 genes (i.e., *Dppa4*, *Sall4*, *Dnmt3b*, *Dnmt1*, *Dnmt3l*, *Dnmt3a*, *Ring1B*, *Scl4a8*, *Plagl1*/*Zac1*, *Zhx1*, *Commd1*/*U2af1*-*rs1*, *Ooep*, *Filia *and *Tle6*); 3) cell division, 4 genes (i.e., *Gpsm3*, *Cdt1*, *Skp1a *and *Tipin*). 

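In the preimplantation development-pluripotency category 8 of 14 genes were above background, 5 of them at least 1.5-fold lower in 2-cell NSN embryos and none higher. With normexp and quantile 3 were lower, and Slc4a8 and Ooep turned direction, and at a detection p value of 0.05, 8 of 10 were lower. In the cancer category 7 of 18 genes were above background, of which 3 were lower (1 with normexp and quantile, and 7 of 13 at a p value of 0.05) and 1, Rab39b, was higher. In the cell division category Skp1a was the only gene of 4 above background. Cdt1, which licenses replication origins, gave 3.49 in the control, and Tipin, a replication fork protein, gave 3.58, both under the limit. The median log2 difference lay at percentile 29.3 among matched random lists for the pluripotency category (-1.04) and 85.9 for the cancer category (0.14), whose median is that of Rab35, a gene on the 2-cell NSN limits. The categories are the study's own and share genes.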

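Among genes of apoptosis, Relt, a member of the TNF receptor family, was below background in 2-cell ctrl embryos (5.45) and gave 34.7 on 2-cell NSN-a and 40.9 on 2-cell NSN-b, at least 6.17-fold higher. This rests on 1 of its 4 probes, and with the probes averaged Relt was below background and its call was lost. Bag4, which binds death domain receptors, was above background only in the control (11.4) and at least 1.35-fold lower in 2-cell NSN embryos. This bound fell short of the threshold, but Bag4 was called lower with log2(signal + 16), after rescaling and at a detection p value of 0.05. Bat3, Bcl2l12, Bcl2l13, Bcl2l2 and Mcl1 were below background in both groups. In the wider list of BCL2 family genes and caspases 8 of 58 genes were above background, 1 of them higher and 1 lower (4 lower after rescaling, 3 lower with log2(signal + 16), none lower at a fold of 2, 6 of 12 lower at a detection p value of 0.05 and none higher with averaged probes), and the median lay at percentile 73.6 among matched random lists.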

Among the poorly known genes remaining, there is a group made of 7 genes (*Bag4*, *Bat3*, *Bcl2l12*, *Bcl2l13*, *Bcl2l2*, *Mcl1 *and *Relt*) with apoptotic/anti-apoptotic functions, whereas all the others could not be grouped as they fell into several different categories, each with less than three genes. This information improves our understanding of the maternal Oct4-TN composition, but also will serve as basic knowledge for further dissection and future studies of its role in oogenesis and preimplantation development.

**Figure 6:**
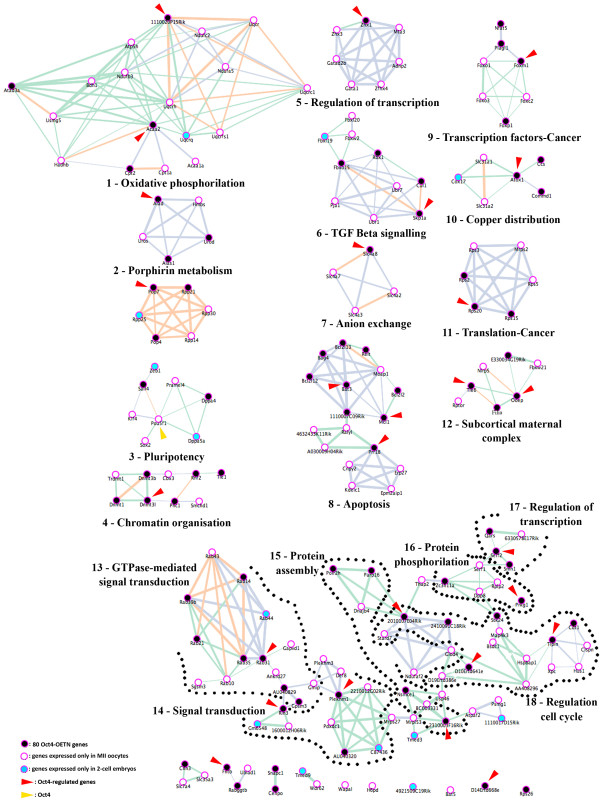
**Gene clusters singled out in the expanded Oct4-TN**. Green lines, MeSH annotations; orange lines, MeSH and GO annotations; grey lines, GO annotations. Increasing line width indicates stronger annotation relationship.

### Most genes of the maternal Oct4 transcriptional network are also expressed in cancer cells

Since one of the most abundant categories singled out when dissecting the expanded Oct4-TN correlated with cancer, we interrogated a more specific repository of cancer-related genes, i.e., genes that, compared to controls, are significantly up- or down-regulated in a wide variety of solid and non-solid tumours (EBI Gene Expression Atlas; http://www.ebi.ac.uk/gxa/). Strikingly, the great majority, 157 out of 197 (79,7%) (Additional file 8) of the expanded Oct4-TN and 65 out of 80 Oct4-OETN genes (81.2%) (Additional file 9), were recognised as cancer-related genes. The non-stochastic nature of these frequencies was confirmed by the hypergeometric test (p = 0.0031).

## Discussion

Each cell type in our body has its own molecular identity defined by a number of transcriptional networks that operate and cooperate to maintain the cell integrity and a specific undifferentiated/differentiated status. During cell differentiation some transcriptional network die out or fade one into another while guiding the cell towards the acquisition of a specific phenotype. Transcriptional inheritance is the load of transcripts and active genes that are passed to the subsequent step of differentiation. Likewise, the mammalian egg reaches the fertilisation encounter with a transcriptional inheritance representative of its developmental legacy. As part of this molecular identity, in this study we brought to light an Oct4-TN of maternal origin that is present during the developmental period comprised between the MII oocyte and the 2-cell embryo (Figure 7). As hereafter described, these results allowed the generation of novel hypotheses on the developmental role of a maternal Oct4 transcriptional inheritance during the early stages of mouse preimplantation development.

**Figure 7:**
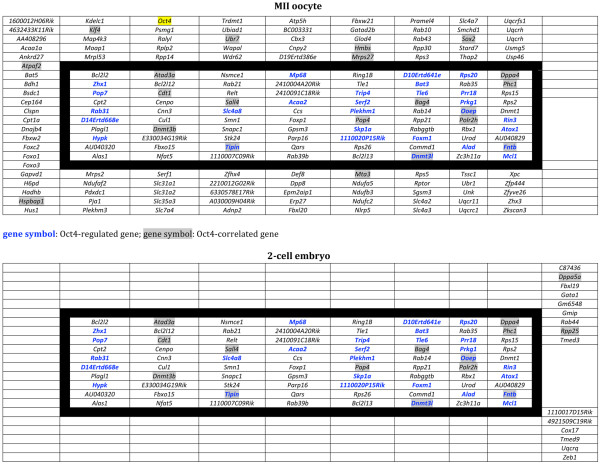
**The Oct4-TN genes expressed in MII oocytes and in 2-cell embryos**. Black frame, 80 Oct4-OETN genes expressed in both MII oocytes and 2-cell embryos; highlighted in yellow, *Oct4*.

One marked phenomenon that occurs during the developmental interval comprised between ovulation and EGA is the inactivation or degradation of a considerable number of transcripts mainly by processes of deadenylation [93], but also through the association with RNA-binding proteins [94,95] and elimination by small silencing RNAs that degrade mRNAs or repress their translation [96]. The maternal Oct4-TN that we identified has its maximum expansion in MII oocytes, comprising 182 genes, then, following fertilisation, more than half (102) of these transcripts are markedly down-regulated, to become almost undetectable in 2-cell embryos, suggesting their prompt degradation or deadenylation at the beginning of development (our microarrays data were obtained following oligo-dT retrotranscription that amplified only polyadenylated transcripts, see M&M). 

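Of the 102 genes, 85 were found on the array by symbol, and 82 of these were below background in both 2-cell ctrl and 2-cell NSN embryos. The 3 genes above background were Rps3, a ribosomal protein gene with a control signal of 27.0, Nlrp5, a maternal-effect gene with 12.9, and Mta3, a chromatin remodelling subunit with 6.68. Mta3 and Nlrp5 were chosen after their values were seen. Nlrp5 was at least 1.52-fold lower in 2-cell NSN embryos, a call that was lost with normexp and quantile, with log2(signal + 16), at a fold of 2 and with averaged probes. At a detection p value of 0.05, 7 of the genes were above background.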

Interestingly, this group of genes includes *Oct4*, *Sox2 *(whose marked down-regulation in 2-cell^ctrl ^embryos has already been described before) [97,98] and *Klf4*. 

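Sox2 gave a signal of 0.886 in 2-cell ctrl embryos and -0.596 and -0.425 on the 2-cell NSN arrays, and Klf4 gave 0.748, 1.94 and 0.472 in the same order. Each signal of Oct4, Sox2 and Klf4 lay under its array's limit, so no difference between the groups was detectable for them. At a detection p value of 0.05 Oct4 was above background in the control, and it was not called. Both groups are 2-cell embryos, and a change from the MII oocyte is not analysed here.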

*Oct4*, *Sox2 *and *Klf4 *are central to the maintenance and promotion of cell pluripotency [99]. Their down-regulation after fertilisation may signal the execution of the egg developmental programme (perhaps carried out by those Oct4-OETN genes that survive degradation, see below), then, at later stages of development, they are re-expressed, but only in some blastomeres, namely those that will contribute to the ICM, to induce their pluripotent status; on the contrary, they are kept down-regulated in those cells that will contribute to the trophectoderm. In support of this hypothesis, a recent paper has demonstrated that *Oct4 *re-expression occurs at the 8-cell stage embryo [30] and is dissimilar in single blastomeres [100], suggesting a possible different developmental commitment. The developmental block encountered by 2-cell^NSN ^embryos could be associated (besides the up-regulation of apoptosis-related genes, as reported before [16,17]), to abnormal expression or distribution of transcripts or proteins following the first segmentation [101]. To this regard, our analysis of DNMT3L and RPS20, whilst demonstrating a differential expression of both transcripts and proteins in 2-cell^ctrl ^vs. 2-cell^NSN ^embryos, it did not evidence a differential distribution in the two blastomeres (Figure 3), although, at this stage, we cannot role out this hypothesis because of the low sensitivity power of an immunocytochemistry analysis.

The 80 Oct4-OETN gene transcripts that survive the massive post-fertilisation degradation represent the maternal Oct4-TN inheritance that is passed from the MII oocyte to the 2-cell embryo. Following fertilisation some of the transcripts of these genes might be translated (as shown for the up-regulation of DNMT3L and RPS20) and their proteins, together with those of the group of 15 newly activated genes, may play a role during the following stages of development. This core Oct4-TN, that shares 37 genes with an OCT4 regulatory network active in ESCs, might represent the molecular signature of maternal origin on which the ESCs molecular identity is built up and tailored, thus providing a link between eggs, early preimplantation embryos and ESCs (Figure 8).

**Figure 8:**
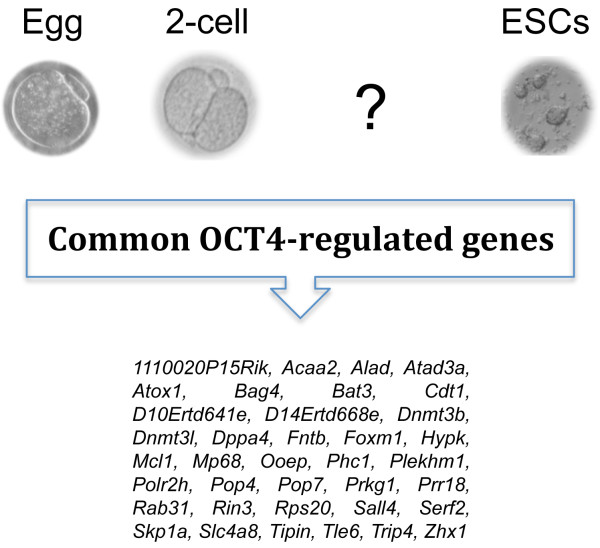
**OCT4-regulated genes expressed in eggs, 2-cell embryos and ESCs**. This core Oct4-TN may provide a link between eggs, early preimplantation embryos and ESCs.

The expression of the OCT4 protein during oogenesis first occurs at the time of follicle recruitment [17], when oocytes have reached a size of approximately 30-40 μm in diameter, suggesting that the beginning of the Oct4-TN establishment might occur at this stage of oocyte growth.

The significant presence of cancer-associated genes as part of the Oct4 transcriptome is a theme shared with ESCs [10,102], suggesting that an Oct4 circuitry may be operating also in cancer cells and providing a molecular link between the regulation of pluripotency and the acquisition of dedifferentiation in cancer cells [103-107]. Furthermore, in view of the cancer stem cell hypothesis [108], the presence of an Oct4-TN in cancer cells may help the identification and characterisation of the stem cell population within the tumor.

## Conclusions

In this study we identified an Oct4-TN that is established during oogenesis and that partially survives the wide transcriptional erasure that occurs soon after fertilisation. Its core Oct4-OETN circuitry of 80 genes is maintained up to the 2-cell stage of development and may represent part of the transcriptional signature that is conveyed to the ICM. The Oct4-TN that we described provides a useful resource to 1) further study the mechanisms of Oct4 function and regulation during the maternal-to-embryo transition; 2) explore the link between the regulation of pluripotency and the acquisition of dedifferentiation in cancer cells; 3) improve our understanding of the molecular factors that contribute to the mammalian egg developmental competence and give opportunities for testing new prognostic molecular markers of oocyte quality in animal and human assisted reproduction.

## Methods

### Oocytes isolation, culture to the MII stage and to the 2-cell embryo

Research on mice has been performed after the approval of the Animal Ethics Committee of the University of Pavia. Animals were maintained according to the Guide for Care and Use of Laboratory Animals. Fully matured antral oocytes were isolated from the ovaries of 4-6 week-old B6C3F1 female mice (Charles River, Come, Italy) injected with 3.5 I.U. PMSG (Folligon, Intervet Srl, Italy) and those that had an NSN type of chromatin organisation [16] were cultured to the MII stage [17]. MII^NSN ^and MII^ctrl ^oocytes were inseminated with sperm isolated from the epidydymes of 5 month-old B6C3F1 male mice [24] and those that reached the 2-cell stage, 26 hr after insemination, were further treated for microarray or qRT-PCR analyses.

### Microarray-based global gene expression analysis

Total messenger RNA (mRNA) was isolated using the RNeasy mini kit (Qiagen, USA) and quality-checked by Nanodrop analysis (Nanodrop Technologies, Wilmington, DE, USA). 400ng of mRNA was used as input for generating biotin-labelled cRNA. Two rounds of mRNA amplification were performed using the Illumina TotalPrep RNA Amplification Kit (Ambion, Austin, TX, United States), which is a complete system for generating biotinylated, amplified RNA for hybridisation with Illumina Sentrix arrays. cRNA samples were then hybridised onto Illumina mouse-8 BeadChips version 3. Hybridizations, washing, Cy3-streptavidin staining and scanning were performed on the Illumina BeadStation 500 platform (Illumina, San Diego, CA, USA), according to the manufacturer's instruction. The following samples were hybridised: one 2-cell^ctrl ^and two 2-cell^NSN ^(2-cell^NSN^-a and 2-cell^NSN^-b). Expression data analysis was carried out using the BeadStudio software 3.0 (Illumina, San Diego, CA, USA). The raw microarrays data have been deposited in Gene Expression Omnibus (GEO) with the following GEO accession number, GSE28704.

### Bioinformatic analysis

Raw data were background-subtracted, normalized using the "rank invariant" algorithm and filtered for significant expression on the basis of negative control beads. Genes were considered significantly expressed with detection p values ≤ 0.01. Differential expression analysis was performed with a fold change threshold of 1.5 (Additional file 10).

GO enrichment analysis, file management, network generation and other statistical analysis were performed with Python scripts that integrates several functions provided by the Bioinformatics extension of the Orange Data Mining Suite http://www.ailab.si/orange/.

The enriched GO biological terms were determined using the entire mouse genome as a reference set. A threshold of 0.01 on the enrichment p values was set as a measure of statistical significance. The enriched GO processes were further automatically classified into a set of macro categories defined by the domain experts.

The annotation network that was used to infer transcriptional relationships within the Oct4-TN was generated through a literature-based search strategy. This methodology retrieved all the PubMed publications related to the genes in the mouse genome and assigned to each gene a set of MeSH and GO annotation terms. A text-mining method based on the annotation terms was used to calculate the similarity between genes [109]. For each pair of genes in the TN, a connecting link was created if the annotation similarity exceeded a cut-off value of 0.7.

Cancer-related genes were identified from experiments in EBI Atlas database by setting a p value threshold of 0.05.

### Real-time polymerase chain reaction

Total RNA was extracted separately from 10 embryos in 3 μl of Lysis Buffer [110]. Retrotranscription was performed in a 20 μl reaction mixture containing: 3 μl of RNA, 1× PCR buffer, 5 mM MgCl_2_, 4 mM of each dNTP, 0.625 μM oligo d(T)_16_, 1.875 μM Random Hexamers, 20 U RNase Inhibitor, 50 U MuLV reverse transcriptase (Applera). The reverse transcription was performed at 25°C for 10 min, 42°C for 60 min, 99°C for 5 min. A mixture of the cDNA products from the 10 embryos was generated and one twentieth of the resulting cDNA was amplified in duplicate by Real-Time PCR in 20 μl reaction mixture with 200 nM of each specific primer (Additional file 11) and the MESA GREEN qPCR MasterMix Plus for SYBR assay no ROX sample (Eurogentec) at 1× as final concentration. The amplification reaction was performed in a Rotorgene 6000 (Corbett Life Science) as follows: 95°C for 5 min, followed by 40 cycles at 95°C for 10 sec, 60°C for 15 sec, 72°C for 20 sec. The Rotorgene 6000 Series Software 1.7 was used for the comparative concentration analysis. *Htatsf1 *gene expression was used for the normalisation of the samples.

### Immunofluorescence analysis

Oocytes and embryos were fixed with freshly prepared 4% paraformaldehyde for 20 min, permeabilised with 0.5% Triton X-100 for 20 min at 4°C and treated with 0.5% blocking reagent (Roche, Boston, MA) in TNT (0.1 M, Tris-HCl, pH 7.5, 0.15 M NaCl, 0.05% Tween-20) buffer for 20 min at 4°C. Immunostaining was performed with rabbit anti-RPS20 polyclonal antibody (Abcam; ab74700, 1:2000), rabbit anti-DNMT3L polyclonal antibody (Abcam; ab3493, 1:500) or rabbit anti-MCL1 monoclonal antibody (Abcam; ab32087, 1:20) for 1 h at 37°C. Primary antibodies were detected using a secondary Alexa Fluor488-goat anti-rabbit IgG (Molecular Probes; 1:400 diluted in PBT: 1× PBS plus 0.1% Tween 20) antibody for 1 h at 37°C. Samples were then washed in PBT (three times) for 15 min at 4°C, counterstained with DAPI (0.2 μg/ml in PBS for 5 min) and mounted in Vectashield (Vector).

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

MZ conceived the study, participated in its design and coordination, participated in the bioinformatic analyses and worked on drafting the manuscript; VM did the immunocytochemistry analyses; MB isolated the embryos; LS, FM and RB did the bioinformatic analyses; PR, did the RT-PCR analyses; AP, did the microarrays analysis; CAR worked on the elaboration of the study; JA conceived the study, participated in its design and coordination, did the microarrays analyses and worked on drafting the manuscript; SG conceived the study, participated in its design and coordination and worked on drafting the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **GO enrichment**. List of regulated genes (MII^NSN ^vs. MII^ctrl^). Click here for file

Additional file 2 **GO enrichment**. List of regulated genes (2-cell^NSN ^vs. 2-cell^ctrl^) Click here for file

Additional file 3 **qRT-PCR expression profile of *Oct4 *and five Oct4-regulated genes**. This analysis confirmed the down-regulated pattern of expression detected by microarray analysis when comparing 2-cell^NSN ^vs. 2-cell^ctrl ^embryos. Click here for file

Additional file 4 **Gene annotation similarity network**. Gene annotation similarity network made of 312 genes retrieved when exploring the public databases for GO and MeSH links between the group of 32 Oct4-regulated genes and all the annotated mouse gene sequences. Green lines, MeSH annotations; orange lines, MeSH and GO annotations; grey lines, GO annotations. Increasing line width indicates stronger annotation relationship. Red dot, *Oct4 *gene. Click here for file

Additional file 5 **Oct4 transcriptional network in MII oocytes**. Genes expressed exclusivelly in MII oocytes. Green box, down-regulated; red box, up-regulated. Click here for file

Additional file 6 **Oct4 transcriptional network in 2-cell embryos**. Genes expressed exclusivelly in 2-cell embryos. Green box, down-regulated; red box, up-regulated. Click here for file

Additional file 7 **Main characteristics of the Oct4-OETN genes**. Main characteristics of the genes found in each of the 18 gene clusters. Click here for file

Additional file 8 **List of cancer-related genes present in the expanded Oct4-TN**. The majority of the genes belonging to the expanded Oct4-TN were recognised as cancer-related genes. Click here for file

Additionalfile 9 **List of cancer-related genes present in the Oct4-OETN**. The majority of the genes belonging to the Oct4-OETN were recognised as cancer-related genes. Click here for file

Additional file 10 **Microarray analysis**. Microarray analysis of 2-cell embryos. Click here for file

Additional file 11 **RT-PCR primers**. List of primers used for the real time RT-PCR analysis. Click here for file

# Supplementary material for: Gatekeeper of pluripotency: A common Oct4 transcriptional network operates in mouse eggs and embryonic stem cells
**Source:** BMC Genomics. 2011 Jul 5;12:345. doi: 10.1186/1471-2164-12-345
**Supplement:** Additional file 7 — Main characteristics of the Oct4-OETN genes. Main characteristics of the genes found in each of the 18 gene clusters.

**Additional file 7.** Main characteristics of the Oct4-OETN genes found in each of the 18 gene clusters.

Eleven Oct4-OETN genes (*1110007C09Rik, 1110020P15Rik, 2010107E04Rik, 2310003F16Rik, 2410004A20Rik, 2410091C18Rik, AU040320, AU040829, D10Ertd641e, D14Ertd668e* and *E330034G19Rik*), though included in the clusters, were not provided with clear GO annotations and could not be assigned to a specific function.

*Gene cluster 1*, ‘Oxidative phosphorilation’. Most of the genes of this cluster encode for mitochondrial proteins involved in oxidative phosphorilation (Nduf family) or fatty acid metabolism (*Cpt1a*, *Cpt2* and *Acaa2*). It includes three (*Atad3a*, *Cpt2* and *Acaa2*) OET genes. 

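In 2-cell embryos Atad3a, a protein of the mitochondrial inner membrane, was above background in the control alone (7.47, against 2.23 and 5.90 on the 2-cell NSN arrays), too near the limit for a fold. Cpt2, an enzyme of fatty acid import, was below background on every array (0.189 in the control). Acaa2 was the gene of the cluster above background on both 2-cell NSN arrays, with 8.89 and 9.79 at 1 of its 4 probes.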

*Atad3a*, a member of the Atpase family which function is poorly known, although it has been identified as a possible novel target molecule in malignant cells [32].

*Gene cluster 2*, ‘Porphirin metabolism’. Contains three (*Alad*, *Urod* and *Alas1*) Oct4-OETN genes. *Alad* and *Urod* are involved in the heme biosynthetic process. *Alas1* is the ubiquitous form of the 5-aminolevulinate synthase 2 gene, crucial for erythropoiesis.

*Gene cluster 3*, ‘Pluripotency’. Most of these genes are associated with cell pluripotency. 

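Dppa4, a gene of pluripotent cells, was above background in 2-cell ctrl embryos (29.2) and below it on both 2-cell NSN arrays, at least 3.47-fold lower, short of the threshold with averaged probes. Sall4 had a signal of 160.2 in the control and 14.1 and 12.3 on the 2-cell NSN arrays. Tle1, a transcriptional corepressor, was below background on every array (5.56 in the control).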

Besides *Oct4*, it includes three Oct4-OETN genes (*Dppa4*, *Sall4* and *Tle1*). *Dppa4* (developmental pluripotency-associated gene 4) encodes for a putative SAP domain protein expressed in pluripotent stem cells, in embryonal carcinoma cells, in primordial germ cells, in oocytes throughout folliculogenesis, during preimplantation development and then it is restricted to the ICM at the blastocyst stage [33]. A recent study has demonstrated that DPPA4 is dispensable for ESCs maintenance of pluripotency as well as for germ cells differentiation, but it seems important in postimplantation development [34]. DPPA4 and its companion DPPA2 play a role during the early stages of development, as evidenced by their marked down-regulation in blocked 2-cell embryos obtained following injection of the mRNA of the mutant *Zar1L* gene at the zygote stage [35]. SALL4, a transcription factor of the spalt family, is a zinc finger modulator of the level of *Oct4* expression, it is crucial in the maintenance of ESCs pluripotency [36], in the formation of the epiblast and primitive endoderm from the ICM of the blastocyst [37]. *Sall4* and *Oct4* are part of a transcriptional feedback network in ESCs whereby *Sall4* is a master regulator that works antagonistically to *Oct4* [38]. Both *Sall4* and *Oct4* are expressed early in oogenesis [39, 40, 17]. *Tle1* (Transducin-Like Enhancer 1) is a member of the groucho/TLE family of genes that interacts with the transcription factor RUNX2 to function as a transcriptional co-repressor binding to rRNA genes during mitosis and interphase. Down-regulation of *Tle1* alleviates RUNX2-mediated repression of rRNA genes transcription and selectively increases histone modifications linked to active transcription. Loss of TLE-dependent rRNA gene regulation induces global protein synthesis and enhances cell proliferation [41]. Its over-expression is used as a diagnostic marker for synovial sarcomas [42]. Its function during oogenesis and preimplantation development is unknown.

The ‘pluripotency’ cluster includes also *Dppa5* (known also as *Esg1*, embryonic stem cell-specific gene 1) and *Zeb1*, two of the 15 genes of the expanded Oct4-TN that are expressed exclusively in 2-cell embryos. The up-regulation of *Dppa5* that we found confirms the pattern of expression in eggs and early preimplantation embryos that had been shown before by RT-PCR [43]. Whilst early studies suggested a role of *Dppa5* in ESCs pluripotency [44], more recently, its targeted disruption showed that the gene is dispensable for their self-renewal and establishment of germ cells [45]. *Zeb1* has been shown to have a role in the promotion of tumours [46, 47].

*Gene cluster 4*, ‘Chromatin organisation’. This cluster contains five *(Dnmt1, Dnmt3b, Dnmt3l, Phc1* and *Rnf2/Ring1B*) Oct4-OETN genes. 

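Dnmt1, the maintenance DNA methyltransferase, had a signal of 23.1 in 2-cell ctrl embryos and was below background on both 2-cell NSN arrays, at least 2.75-fold lower. Dnmt3b, a de novo methyltransferase, was above background in the control alone (10.5) and at least 1.25-fold lower. This bound fell short of the threshold, but Dnmt3b was called lower at a detection p value of 0.05, with log2(signal + 16) and after rescaling. Phc1 and Rnf2, of the Polycomb group, were below background on all arrays, with 0.0802 and 0.559 in the control. In the wider list of DNA methylation and chromatin genes 5 of 9 genes above background were lower, among them Suz12 (at least 4.47-fold), another Polycomb gene, and Uhrf1 (3.36-fold), the partner of Dnmt1, whose log2 difference became 0.34 with normexp correction and quantile normalization. In that setting 3 genes of the list were lower, with log2(signal + 16) 8 were, and at a detection p value of 0.05, 10 of 11. The list's median lay at percentile 15.0 among matched random lists.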

DNA methyltransferases are enzymes involved in the regulation of CpG methylation. DNMT1 is involved in the maintenance of methylation imprints during preimplantation development, whereas DNMT3a and DNMT3b are *de novo* methyltransferases involved in the establishment of methylation imprints during gametogenesis [48]. Whilst DNMT3a and DNMT3b are dispensable, DNMT1 is sufficient to maintain the imprinted methylation signatures [49, 50]. All these enzymes are expressed in ESCs, where DNMT3a and DNMT3b may also contribute to the maintenance, beside the establishment of methylation profiles [51]. The *Dnmt3l* gene has three promoters: the most 5’ is active in oocytes, a second is active in prospermatogonia and ESCs and a third promoter is active in late pachytene spermatocytes [52]. DNMT3L is important for the establishment of both paternal and maternal DNA methylation imprinting, but it seems unnecessary for zygotic development [48, 53]. PHC1 and RNF2/RING1B are proteins belonging to the polycomb family involved in the regulation of chromatin structure through the modification of histones organisation [54]. Recent evidence suggests that the regulation of ESCs self-renewal or differentiation involves a balance between an Oct4, Nanog, Sox2 regulatory circuit, microRNAs and the polycomb repressive complexes. RING1B functions to ubiquitinate histone H2A and is implicated in the regulation of developmental genes [55]. In mouse ESCs, the proteins RING1A and RING1B are important in repressing developmental regulators and their binding to target genes is Oct4-dependent, suggesting a role downstream of the transcriptional regulatory network that maintains ESCs pluripotency [56, 57]. The dissociation of PHC1 and RING1B from the chromatin correlates with transcriptional silencing in mitosis and meiosis [58]. Furthermore, RING1B is important in early mouse development in the establishment of parental epigenetic asymmetry at constitutive heterochromatin and euchromatin until the late 8-cell stage, when this difference disappears and marks the end of the maternal-to-embryonic transition [59]. The importance of this protein in early development is also underscored by the arrest at gastrulation of *Ring1B*-null embryos [60].

*Gene cluster 5,* ‘Regulation of transcription’. The genes best known of this cluster are *Mta3* and *Zhx1*. The metastasis-associated MTA3is involved in cancer cell migration by regulation of cell adhesion proteins [61]. The only gene of the Oct4-OETN group, *Zhx1*, is a member of zinc-finger and homeobox proteins that interacts with Dnmt3b *in vivo* and *in vitro* enhancing the transcriptional repression mediated by DNMT3B [62]. This cluster includes also *Gata1*, one of the 15 genes of the expanded Oct4-TN expressed exclusively in 2-cell embryos, known to function in mammalian erythropoiesis [63].

*Gene cluster 6*, ‘TGF Beta signalling’. This cluster includes four (*Fbxo15*, *Rbx1*, *Skp1a* and *Cul1*) Oct4-OETN genes. 

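3 of the 4 genes were above background in 2-cell ctrl embryos and at least 1.5-fold lower in 2-cell NSN embryos. Besides Skp1a, these were Rbx1, the RING subunit of cullin ligases (34.8 in the control, at least 4.14-fold lower), and the F-box gene Fbxo15 (14.7, at least 1.74-fold lower), whose call was lost with normexp and quantile. Cul1, the scaffold of the same complex, was below background (3.91).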

*Fbxo15*/*Fbx15* is an OCT4 target dispensable for ESCs self-renewal [64]. RBX1 (Ring box protein-1) is the Ring component of the Skp1-Cullin-F box protein ubiquitin ligase complex, whose disruption causes death at embryonic day 7.5 because of a failure in proliferation [65].

*Gene cluster 7*, ‘Anion exchanges’. This cluster contains one (*Scl4a8*) Oct4-OETN gene. These genes belong to a family of anion (HCO3-/Cl-) exchangers (AEs) active in mammalian cells to control their internal pH. This family of AEs is active in mouse oocytes, before and after ovulation [66] and in preimplantation embryos [67].

*Gene cluster 8*, ‘Apoptosis’. This cluster comprehends a group of nine (*Bag4*, *Bat3*, *Bcl2l12*, *Bcl2l13*, *Bcl2l2*, *Mcl1*, *Relt*, *1110007C09Rik* and *Prr18*) poorly known genes. The first seven have a pro-apoptotic or pro-survival function; whereas the function of the others is unknown. BAT3 assembles with BORIS and SEAT1a to exert effects on chromatin structure and gene expression [68].

*Gene cluster 9,* ‘Transcription factors-Cancer’. This cluster includes four (*Nfat5*, *Foxm1*, *Foxp1* and *Plagl1*) Oct4-OETN genes. Nfat5 (nuclear factor of activated T-cells 5) belongs to a family of transcription factors that are targets of plasma membrane integrin signalling pathways involved in promoting human carcinoma invasion [69]. *Foxm1* and *Foxp1* belong to the Forkhead-box (FOX) gene family. In humans, deregulation of FOX genes leads to congenital disorders, diabetes mellitus or carcinogenesis [70]. *Plagl1*/*Zac1* is an imprinted gene that encodes a zinc finger transcription factor inducing apoptosis and cell-cycle arrest, also its down-regulation is correlated with breast and ovary tumor or carcinomas [71-73]. Inactivation of maternally derived *Plagl1* leads to developmental malformations [74].

*Gene cluster 10*, ‘Copper distribution’. The three (*Atox1*, *Ccs* and *Commd1*) Oct4-OETN genes of this cluster are important in maintaining the correct copper distribution within the cell. Atox1 plays a role in copper homeostasis and is a breast cancer-associated protein whose dysregulation marks the pre-neoplastic stage [75]. Ccs is a copper chaperone for superoxide dismutase. *Commd1*/*U2af1-rs1* is an imprinted, paternally expressed gene, with an oocyte-specific methylation pattern [76, 77]. The methylation imprint of this gene, as well as that of three other imprinted genes (*Igf2r*, *Igf2* and *H19*), is lost upon derivation of ESCs from the ICM and is associated with aberrant imprinted gene expression in fetuses [78].

*Gene cluster 11*, ‘Translation-Cancer’. This cluster includes three (*Rps2*, *Rps20* and *Rps15*) Oct4-OETN genes. Of these three ribosomal proteins, RPS2 is the best known; it is over-expressed in malignant prostate cancer and is a target for *in vitro* therapeutic elimination of this tumor [79]; *Rps20* over-expression is associated with medulloblastoma, a malignant childhood brain tumor [80] and *Rps15* was found to be differentially expressed comparing normal liver tissues and liver cancer cell lines [81].

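Rps2 and Rps15, also of the small ribosomal subunit, were below background in both groups, with signals of 5.05 and 4.01 in 2-cell ctrl embryos, and Rps20 is the gene of this cluster that was called.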

*Gene cluster 12*, ‘Subcortical maternal complex’. This cluster comprises four (*Filia*, *E330034G19Rik*, *Ooep*/*Floped* and *Tle6*) Oct4-OETN genes. 

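E330034G19Rik had a signal of 46.8 in 2-cell ctrl embryos and was at least 5.55-fold lower in 2-cell NSN embryos. The other of its 2 probes was above background too but was not called. Ooep, a component of the subcortical maternal complex, gave 24.1 in the control and 11.1 and 8.99 on the 2-cell NSN arrays, which is 2.42-fold lower (adjusted p = 0.00705 from limma), but its log2 difference became 0.33 with normexp correction and quantile normalization. Tle6 was above background in the control alone (6.26), and 2410004A20Rik (Filia, Khdc3) was below background (2.51). In the wider list of oocyte and maternal-effect genes 11 of 16 genes above background were lower and none higher, including Bmp15 (at least 12.1-fold), an oocyte growth factor, Tcl1 (5.01-fold), Oosp1 (3.17-fold) and Ybx2 (1.65-fold). With normexp and quantile 4 genes of the list were lower and 1 was higher, and Tcl1, Oosp1 and Ybx2 turned direction (log2 differences of 0.018, 0.41 and 1.07). With a detection p value of 0.05, 17 of 23 genes of the list were lower and none higher. The list's median lay at percentile 27.6 among matched random lists.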

Whilst the biological function of *E330034G19Rik* is still unknown, the function of the other three genes has been well characterised during oocyte growth and in early preimplantation development. FILIA, OOEP and TLE6 together with MATER are four maternal-effect proteins that interact together to make up for a sub-cortical maternal complex required for mouse preimplantation development beyond the 2-cell stage [82]. At the morula stage, FILIA and MATER proteins maintain their presence in the outer cells, whereas they disappear in the inner cells, providing a molecular marker of embryonic cell lineages [83].

*Gene cluster 13*, ‘GTPase-mediated signal transduction’, includes seven (*Rab14*, *Rab21*, *Rab31*, *Rab35*, *Rab39b*, *Gpsm3* and *AU040829*) Oct4-OETN genes. 

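Rab14, a GTPase of endosomal traffic, had a signal of 18.8 in 2-cell ctrl embryos and was at least 2.23-fold lower in 2-cell NSN embryos, a call that was lost with normexp and quantile. Rab39b ran the other way, with 6.24 in the control and 22.8 on each 2-cell NSN array. Rab21 (7.22) and Rab35 (7.66) were above background in the control alone, too near the limit for a fold, and Rab31, Gpsm3 and AU040829 were below background in both groups.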

The Rab small GTPases, members of the RAS oncogene family, have been associated to cancer cell migration, tumor progression and invasiveness [84]. GPSM3 together with GPSM2 are members of the GoLoco family of proteins that regulate mitotic spindle orientation in cell division [85].

*Gene cluster 14*, ‘Signal transduction’, contains three (*Plekhm1*, *Rin3* and *AU040320*) poorly known Oct4-OETN genes. PLEKHM1 is involved in osteoclastic vesicular transport [87]; RIN3 plays a role in the transport pathway from the plasma membrane to the early endosomes [88].

*Gene cluster 15*, ‘Protein assembly’, encompasses four (*Polr2h*, *Parp16*, *Nsmce1* and *2310003F16Rik*) little know Oct4-OETN genes.

*Gene cluster 16*, ‘Protein phosphorylation’, comprises two (*Prkg1* and *Zc3h11a*) badly characterised Oct4-OETN genes. Interestingly, *Zc3h11a* contains and shares the same promoter with an intronless gene that encodes for a nuclear protein named Zbed6. Zbed6 regulates the expression of more than a 1000 genes involved in development, cell proliferation and growth, including the imprinted *Igf2* gene and members of the Sox and Fox families of transcription factors [89].

*Gene cluster 17*, ‘Regulation of transcription’. This cluster includes three (*Qars*, *Serf2* and *Smn1*) Oct4-OETN genes. Of these, only *Smn1* is well known because its homozygous deletion causes spinal muscular atrophy an autosomal recessive neuromuscular disorder [90].

*Gene cluster 18*, ‘Cell cycle regulation’. This cluster contains the highest number of Oct4-OETN genes (*Cdt1*, *Tipin*, *Stk24*, *2410091C18Rik*, *D10Ertd641e* and *2010107E04Rik*). 

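2010107E04Rik, which is Mp68 and encodes a small mitochondrial protein, was below background in 2-cell ctrl embryos (4.84) and gave 35.8 and 34.3 on the 2-cell NSN arrays. D10Ertd641e (Anapc16), a subunit of the anaphase-promoting complex, was above background in the control alone (10.8) and at least 1.28-fold lower, short of the threshold. Stk24, a kinase, was above background in the control alone (6.84), too near the limit for a fold. 2410091C18Rik was below background in both groups.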

Cdt1 is an important member of the origin recognition complex of DNA replication; over-expression of this gene may lead to malignant transformation [91]; Tipin is a timeless-interacting protein important in post-implantation development and is expressed in the adult brain [92].

# Supplementary material for: Gatekeeper of pluripotency: A common Oct4 transcriptional network operates in mouse eggs and embryonic stem cells
**Source:** BMC Genomics. 2011 Jul 5;12:345. doi: 10.1186/1471-2164-12-345
**Supplement:** Additional file 11 — RT-PCR primers. List of primers used for the real time RT-PCR analysis.

**Additional file 11.** RT-PCR primers.

| **Gene** | **Primer forward** | **Primer reverse** | **Amplicon length (bp)** |
| --- | --- | --- | --- |
| *Rps20* | 5’ CCATGGCATTTAAAGATACCG 3’ | 5’ AACCTTCTCCAGCGACTTCAC 3’ | 107 |
| *Prkg1* | 5’ TTGACACCTCCCATAATTCCA 3’ | 5’ CCTGAGTTGTCATCAGGTGGT 3’ | 104 |
| *Skp1a* | 5’ GGGACCAAGAATTCCTGAAAG 3’ | 5’ TGCATGTGACATCAAGCAAAC 3’ | 99 |
| *Mcl1* | 5’ AGCTTCATCGAACCATTAGCA 3’ | 5’ AAGAACTCCACAAACCCATCC 3’ | 104 |
| *Serf2* | 5’ AGATGATGGGCTTTCTGCTG 3’ | 5’ ACAAGGCTACTTGGGTTCCTC 3’ | 106 |
| *Oct4* | 5’ GTGGAGGAAGCCGACAACAATG 3’ | 5’ CACCTCACACGGTTCTCAATGC 3’ | 107 |
| *Htatsf1* | 5’ GAGAGACGAGCTGGACCAAA 3’ | 5’ TTCAGTACCAATGGGTCATCC 3’ | 101 |

How the deposited data were processed for this re-analysis (not part of the article)

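The data are Illumina mouse-8 BeadChip arrays of 2-cell embryos taken 26 hr after insemination, 1 array of 2-cell ctrl embryos and 2 of 2-cell NSN embryos. The authors' methods state background subtraction, rank-invariant normalization, a filter on negative control beads with a detection p value of at most 0.01 and a fold change of 1.5, and the submitters' processing notes name BeadStudio 3. The deposited values used here are the intensities of the series' value table, on a linear scale and negative where the signal fell under background. The column medians were 0.0916, 0.0443 and 0.0195 for the control, 2-cell NSN-a and 2-cell NSN-b, so the columns are background-subtracted and not centred on log values. Signals of Additional file 10 equal those of the control array and 2-cell NSN-a, which places the table on the scale of the authors' differential analysis, and the exact normalization between arrays stays unknown. Another deposited table has 3 columns of values whose names match no sample, and these were not used. The design had assumed raw signals with detection p values, so no step of rescaling from raw signals was run.

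Detection limits were read from the first 1188 of the 18118 rows of Additional file 10, which pair a signal with a detection p value. 896 rows matched exactly 1 probe on both arrays within 0.002%, 292 matched none, and 0 rows matched 2-cell NSN-b or the mean of both 2-cell NSN arrays. In the matched rows the highest control signal with a p value over 0.01 was 6.09 and the lowest with a p value at or under it 6.10, and on 2-cell NSN-a these were 8.50 and 8.57. The limit of 2-cell NSN-b (8.28) is an assumption, since no p value was held for it. The limits at 0.05 were 2.94, 3.30 and 3.18. The precision is limited by the number of arrays.

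Probes were named from the platform annotation: of 25697 probes, 23978 have 1 symbol, none has several and 1719 have none here. They stand for 16593 genes, of which 4777 have more than 1 probe. Older symbols of the study were matched to the annotation through RefSeq gene symbols and synonyms (GRCm38.p6). A gene was taken at the probe with the highest mean signal over the 3 arrays. For 8 genes another probe was above background while the chosen probe was not. Of 222 called genes with several probes, 26 had a further probe called in the same direction and 0 had a probe called in the opposite direction.

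Signals were floored on each array at its limit and taken to log2, and the value of 2-cell NSN is the mean of both arrays. limma 3.58.1 in R 4.3.3 was run with an intensity trend and Benjamini-Hochberg adjustment on the 136 probes above background on all 3 arrays, with 1 residual degree of freedom, which comes from the 2-cell NSN arrays. Counting was done in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots in matplotlib 3.10.9.

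26 gene lists were used: cytoplasmic and mitochondrial ribosomal proteins, translation factors and tRNA synthetases, oxidative phosphorylation, proteasome, zinc finger proteins, RNA polymerase II and general transcription factors, olfactory, vomeronasal and taste receptors, keratins, histones, 2-cell genome activation, ribosome biogenesis, oocyte and maternal-effect genes, pluripotency, DNA methylation and chromatin, BCL2 family and caspases, cell cycle, lipid metabolism, glycolysis, imprinted genes, markers of cumulus and granulosa cells, of sperm and testis, of blood and endothelium and of trophectoderm and later embryos, reference genes, and heat shock and stress. Histone genes were matched by their older symbols too. The study's categories and gene clusters were used as further lists. For lists with at least 5 genes above background, the median log2 difference was placed among 10000 random lists of the same size matched on mean signal in 10 bins. The genes named are every gene the paper names for the 2-cell comparison, the 10 genes with the largest fold in each direction among those above background on all 3 arrays, and up to 4 members of each list with the highest mean signal. Values in the paper's tables had been seen when this rule was written.

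The rule was tested on simulated data. Of 200 genes changed among 16593, 194 were called in the right direction and 0 in the opposite one, with 137 of 137 found at 4-fold or 8-fold and 57 of 63 at 2-fold, and 69 of 672 unchanged genes above background were called. The changed genes were drawn only from those well above the control limit, so these shares do not describe dimmer genes. In the data 414 genes above background in the control and not on both 2-cell NSN arrays were not called. Of 100 lists without a shift, 13 had a percentile under 5 or over 95, so a percentile near those bounds carries little weight. Among 136 simulated probes limma called 28 of the 30 changed ones and 1 unchanged one. The simulated control varied like the simulated 2-cell NSN arrays. With a single control array this is not known for the data, so the simulation cannot give limma's rate of false calls there.

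Alternatives set in advance were normexp background correction and quantile normalization (offset 16, fitted on the signals since detection p values were not held), a detection p value of 0.05, only probes above background on all 3 arrays, log2(signal + 16) in place of the floor, both 2-cell NSN arrays past the threshold, a fold threshold of 2, leaving out either 2-cell NSN array and, for limma, no intensity trend. 3 alternatives were added after seeing the data, which rescale the 2-cell NSN arrays on probes above background on all 3 arrays, average the probes of a gene or, for limma, apply normexp and quantile on the 136 probes. MII oocyte arrays, qRT-PCR and immunolabelling were not analysed here.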

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

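All tests of this part were chosen after the result was seen. Genes outside the paper's lists gave signals above the control array on both 2-cell NSN arrays, and these 7 are among the 10 with the largest fold of the genes above background on all 3 arrays: Tcaim (6.29-fold), Ccdc174 (5.57-fold), Cldn9 (4.86-fold), Zbp1 (4.08-fold), Il18bp (3.98-fold), Wdr13 (3.51-fold) and Ccdc65 (3.14-fold).

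The genes higher in 2-cell NSN embryos include receptors not expected in embryos, and they were weighed for signal that does not come from embryo transcripts. This was not decided: of the genes above background on both 2-cell NSN arrays, leaving out those called higher, among which the receptors had been noticed, 1 of 64 (1.56%) was an olfactory, vomeronasal or taste receptor, against 8 of 807 (0.991%) of the genes above background on the control array and not on both 2-cell NSN arrays (two-sided Fisher's exact test, p = 0.499). All 18 genes above background on both 2-cell NSN arrays but not in the control were called higher, so the 64 were above background in the control too. The test could therefore not show signal found on the 2-cell NSN arrays alone. Of the 79 higher genes 4 were receptors, which make up 7.43% of the genes on the array. The receptors called higher fell from 4 to 1 with log2(signal + 16), at a fold of 2 and after rescaling, and at a detection p value of 0.05, 10 were higher and 5 lower. A longer persistence of maternal transcripts was not decided either: 0 of the 79 higher genes and 16 of the 870 other genes above background are on the oocyte and maternal-effect list (two-sided Fisher's exact test, p = 0.388), and 11 of these 16 were called lower, which goes against it, but a general loss of mRNA would lower the list as well, and with normexp and quantile 4 were lower and 1 higher. A true increase of these transcripts in 2-cell NSN embryos stays open, and 2-cell NSN-a and 2-cell NSN-b, which gave similar signals, do not decide it.

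Far fewer probes were above background on the 2-cell NSN arrays (193 and 203) than on the control array (1085), and fewer than the 257 that a detection p value of 0.01 lets through. 2-cell NSN arrays dimmer by 1 common factor alone are argued against: of 97 probes at least 10 times above the control limit, 21 were brighter on the 2-cell NSN arrays, by more than the limit and 1.5-fold, than the best common factor of 0.02 allows, while 73 of the 97 were not above background on both 2-cell NSN arrays. A common loss together with nonspecific signal was not excluded by this test. A general loss of mRNA from the 2-cell NSN samples or in their amplification could not be decided, since only 5 reference genes were above background in the control, 2 of them lower, against 420 of 926 other genes (two-sided Fisher's exact test, p = 1). With 1 control array, such a loss and a lower level of these transcripts in 2-cell NSN embryos, which the design names, cannot be told apart. Nor can the NSN type of the oocytes be told apart from their maturation in culture.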

How the results depend on the processing

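Of the settings, those rescaling the arrays on probes above background on all 3, averaging the probes of a gene and running limma with normexp and quantile on the same 136 probes were chosen after seeing the data. Lower calls outnumbered higher calls in every setting except with only probes above background on all 3 arrays, which by construction leaves out genes lost from the 2-cell NSN arrays and gave 30 lower and 60 higher. In the main setting 807 of the 949 genes were above background in the control but not on both 2-cell NSN arrays. Only 18 were so the other way round. The filter thus favours lower calls, and settings that share it give no independent evidence for a lower direction. Against 422 lower and 79 higher genes, normexp correction and quantile normalization gave 270 and 131, a detection p value of 0.05 gave 917 and 212, log2(signal + 16) gave 554 and 29, a fold threshold of 2 gave 315 and 34, and rescaling gave 573 and 33. Leaving out 2-cell NSN-a or 2-cell NSN-b gave 413 to 427 lower and 89 to 90 higher genes. The median log2 difference of the 949 genes moved from -0.41 to -1.65 at a detection p value of 0.05, where the signals set to a limit take a lower one, to -0.90 after rescaling and to -0.69 with log2(signal + 16), and was -0.37 with normexp and quantile. With averaged probes 758 of them were above background, with a median of -0.35. Normexp correction together with quantile normalization turned 8 of the named genes that had been called lower, with log2 differences of 0.35 (Eif3i), 0.019 (Hmgcs1), 0.33 (Ooep), 0.41 (Oosp1), 0.48 (Slc4a8), 0.018 (Tcl1), 0.34 (Uhrf1) and 1.07 (Ybx2), and the cause was not tested. limma called 90 probes with or without the intensity trend, 64 after rescaling, 95 with normexp and quantile on the same probes, and 832 with normexp and quantile over probes above background in either group. 17 of the 26 lists had more members lower than higher, and 9 with only probes on all 3 arrays. Of the 80 Oct4-OETN genes, 16 were lower, 10 with normexp and quantile, 31 at a p value of 0.05 and 3 with only probes on all 3 arrays. 4 were higher, 1 with only probes on all 3 arrays and 2 with averaged probes. 32 were above background, 57 at a p value of 0.05 and 4 on all 3 arrays. Of the 32 genes of Figure 2, 9 were lower, 4 with normexp and quantile and 3 on all 3 arrays. 2 were higher, Acaa2 and Mp68, 0 on all 3 arrays, 1 with log2(signal + 16), with both 2-cell NSN arrays past the threshold, at a fold of 2, after rescaling and with averaged probes, and 1 to 2 when either 2-cell NSN array was left out. 14 were above background, 26 at a p value of 0.05 and 3 on all 3 arrays. Of the genes assigned to MII oocytes only, 3 were above background, 7 at a p value of 0.05, 1 on all 3 arrays and 1 with averaged probes, and of those assigned to 2-cell embryos only 3, 6 at 0.05 and 0 on all 3 arrays. Not run were the setting without scaling, since unscaled signals tied to samples were not used here, slide as a block, since no slide was given, and limma without an 2-cell NSN array, which leaves no residual degree of freedom. No paired analysis was possible because the single control array shares no replicate number with the 2-cell NSN arrays. Signal over background limits every count: most genes lie under the detection limits, and that of 2-cell NSN-b is assumed.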

Differences from the paper's values

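The paper's count of regulated genes in 2-cell NSN vs. 2-cell ctrl embryos is 3599, and 501 were called here at the paper's stated fold and p value. Beyond these thresholds the rules are not the same. Here a gene was taken at its probe with the highest mean signal, and signals under a limit were set to that limit. The paper counts genes or gene sequences and states no such floor. The share of the gap that comes from these choices was not determined. The counts of all alternatives set before the data were examined differ from 3599 too, the nearest being a detection p value of 0.05 with 1129.

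The paper reports 59 Oct4-OETN genes down-regulated in 2-cell NSN embryos, and 16 were lower here. All alternatives differ, with 31 at a p value of 0.05. Of the genes called here, 16 of the 60 genes read as green and 3 of the 20 read as red in Fig. 5 had the direction shown, and Relt, shown as down-regulated, was at least 6.17-fold higher on 1 of its 4 probes. With the probes of a gene averaged, a setting chosen after seeing the values, Relt was below background and 15 genes were lower.

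The paper lists 80 Oct4-OETN genes as expressed, and 32 were above background here. At a p value of 0.05 this was 57, which is within 1.5 times the paper's number, and the other alternatives differ.

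The paper lists 15 genes as expressed in 2-cell embryos only, and 3 were above background here. All alternatives differ, with 6 at a p value of 0.05.

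The paper's text counts 20 OCT4-regulated genes as up-regulated in MII NSN oocytes and down-regulated in 2-cell NSN embryos, and 9 of the 32 were lower in 2-cell NSN embryos here, where only the 2-cell comparison was counted. All alternatives differ from 20, the nearest being a p value of 0.05 with 13. The picture shows fewer genes as down-regulated in 2-cell NSN embryos than the text counts, about 17 in Fig. 2, read by eye. 9 differs from this number too, 13 at a p value of 0.05 is within 1.5 times of it, and the other alternatives differ. All 9 are among the genes shown as down-regulated, and both genes called higher here are shown as up-regulated. The 12 genes shown without a change were all below background.

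The legend of Additional file 3 describes Oct4 and the genes tested with it by qRT-PCR as down-regulated on the arrays in 2-cell NSN embryos. Of the genes in the primer list of Additional file 11, Skp1a, Serf2 and Rps20 were lower here. Prkg1, Mcl1 and Oct4 were below background in both groups. At a detection p value of 0.05 all 6 genes were above background, with the same 3 lower and none higher.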

Other observations

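Of 8 pluripotency genes above background in 2-cell ctrl embryos, 6 were at least 1.5-fold lower in 2-cell NSN embryos and none was higher, with the list's median log2 difference of -1.38 at percentile 4.68 among matched random lists. Besides the genes the paper names, these included Tfap2c (at least 3.94-fold), a transcription factor of early embryos and trophectoderm. Of the 3 probes of Tfap2c, 2 were above background and only 1 was called. Genes that mark activation of the embryonic genome at the 2-cell stage were lower in 5 of 6 cases, among them Tcstv3 (at least 4.94-fold), Tdpoz1 (at least 2.93-fold) and Tcstv1 (at least 2.17-fold), with the median (-1.34) at percentile 11.2. Of 4 genes of lipid metabolism, Hmgcs1, of cholesterol synthesis, was 4.51-fold lower and Insig1 at least 2.74-fold lower, while Acaa2 was higher. Hmgcs1 turned direction with normexp correction and quantile normalization (log2 difference of 0.019), and in that setting 3 pluripotency genes and 3 genome activation genes were lower. The call of Tcstv1 was lost there too, and that of Insig1 with averaged probes. The increase of Acaa2 was lost in several settings, among them log2(signal + 16), rescaling and leaving out 2-cell NSN-b, and without 2-cell NSN-a 2 genes of lipid metabolism were higher. Of 10 genome activation genes above background at a detection p value of 0.05, 6 were lower and 1 was higher.

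Olfactory, vomeronasal and taste receptors had 4 of 13 genes higher and none lower (1 higher with log2(signal + 16), at a fold of 2 and after rescaling, and 10 higher and 5 lower of 62 at a detection p value of 0.05), with the median (0.32) at percentile 99.8. This median is that of Olfr910, which was above background in the control and on only 1 2-cell NSN array, so it partly reflects the limits, and the 4 called genes were Olfr724, Olfr503, Olfr982 and Olfr1412, the last chosen after its values were seen and not called without 2-cell NSN-a. For the other lists the counts lower and higher, among genes above background, were 2 and 0 of 15 zinc finger genes (percentile 88.1, with 0 and 3 under normexp and quantile, 6 and 0 after rescaling, 5 and 0 with log2(signal + 16), 0 and 0 at a fold of 2, and 2 and 2 of 16 without 2-cell NSN-a), 1 and 0 of 3 mitochondrial ribosomal genes, 2 and 0 of 5 ribosome biogenesis genes (percentile 40.6), 2 and 0 of 5 reference genes (percentile 45.7), 1 and 0 of 2 imprinted genes, and 0 and 0 of 1 keratin gene and of 1 trophectoderm or later embryo gene. With normexp and quantile 1 reference gene and no imprinted gene was lower, with averaged probes 1 zinc finger gene, 1 ribosome biogenesis gene, 1 reference gene and no imprinted gene, at a fold of 2, 1 reference gene and no imprinted gene, and with log2(signal + 16) 2 mitochondrial ribosomal genes and 2 imprinted genes. At a detection p value of 0.05 the counts lower and higher were 12 and 6 of 48 zinc finger genes, 3 and 1 of 14 mitochondrial ribosomal genes, 5 and 0 of 10 ribosome biogenesis genes, 5 and 0 of 9 reference genes, 2 and 0 of 5 imprinted genes, 2 and 1 of 8 keratin genes and 1 and 0 of 1 trophectoderm or later embryo gene. Percentiles of the lists described with values above were 53.0 for oxidative phosphorylation, 45.3 for the proteasome, 27.6 for oocyte and maternal-effect genes, 15.0 for DNA methylation and chromatin, 25.3 for the cell cycle and 36.1 for heat shock and stress. No gene of glycolysis, and no marker of cumulus and granulosa cells, of sperm and testis or of blood and endothelium, was above background. These lists are short, and only 5.72% of all genes on the array were above background. The result therefore does not show that such transcripts were absent.

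Of the study's gene clusters, clusters 3 and 6 had 2 of 2 and 3 of 3 genes above background lower, clusters 7, 10, 11 and 15 had 1 of 1 lower, cluster 12 had 2 of 3, cluster 17 had 1 of 2 and cluster 4 had 1 of 3. Clusters 1, 8 and 18 had 1 gene higher each, cluster 13 had 1 higher and 1 lower of 4, cluster 14 had none of 1, and clusters 2, 5, 9 and 16 had no gene above background. Of the 65 cancer-related Oct4-OETN genes, 24 were above background, 11 lower and 3 higher. With normexp and quantile 6 of these were lower, cluster 12 had 1 gene lower and clusters 7, 10 and 13 had none. With averaged probes clusters 1 and 8 had no gene higher, cluster 7 none lower, cluster 3 had 1 lower and cluster 4 had 2. Without 2-cell NSN-b cluster 1 had no gene higher and cluster 7 none lower, and without 2-cell NSN-a cluster 4 had 2 lower. These calls of clusters 1 and 7 were also lost with log2(signal + 16), at a fold of 2 and when both 2-cell NSN arrays had to pass the threshold, and that of cluster 1 after rescaling. Cluster 10 had none lower at a fold of 2, where 7 of the cancer-related genes were lower and 2 higher. With log2(signal + 16) cluster 4 had 3 lower, cluster 17 had 2 and clusters 8, 14 and 18 had 1 each, and after rescaling cluster 4 had 3 and clusters 8 and 18 had 1 each. At a detection p value of 0.05, 22 of 44 cancer-related genes were lower and 3 higher, clusters 4 and 13 had 3 lower, clusters 11, 15, 17 and 18 had 2, and clusters 1, 2, 8 and 14 had 1.

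In the part held of the paper's table of signals, 896 of 1188 rows equal the control array and 2-cell NSN-a within 0.002%, 0 equal 2-cell NSN-b or the mean of both 2-cell NSN arrays, and 292 matched no single probe. Its rows are sorted by the 2-cell NSN detection p value up to 0.0505, so every gene at or under 0.01 lies in the part held, and these are 182 of 18118 rows (1.00%), where a p value of 0.01 alone lets through 1%. Across the 136 probes above background on all 3 arrays, which are not independent replicates, the log2 signals of 2-cell NSN-a and 2-cell NSN-b had a Pearson correlation of 0.94, against 0.35 and 0.33 with the control. On these probes 2-cell NSN was brighter than the control by a median of 0.51 on the log2 scale. Over the 156 probes above background on both 2-cell NSN arrays, the log2 difference between these arrays had an SD of 0.33.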
